# Transcriptome and membrane fatty acid analyses reveal different strategies for responding to permeating and non-permeating solutes in the bacterium *Sphingomonas wittichii*

**DOI:** 10.1186/1471-2180-11-250

**Published:** 2011-11-14

**Authors:** David R Johnson, Edith Coronado, Silvia K Moreno-Forero, Hermann J Heipieper, Jan Roelof van der Meer

## Abstract

**Background:**

*Sphingomonas wittichii *strain RW1 can completely oxidize dibenzo-*p*-dioxins and dibenzofurans, which are persistent contaminants of soils and sediments. For successful application in soil bioremediation systems, strain RW1 must cope with fluctuations in water availability, or water potential. Thus far, however, little is known about the adaptive strategies used by *Sphingomonas *bacteria to respond to changes in water potential. To improve our understanding, strain RW1 was perturbed with either the cell-permeating solute sodium chloride or the non-permeating solute polyethylene glycol with a molecular weight of 8000 (PEG8000). These solutes are assumed to simulate the solute and matric components of the total water potential, respectively. The responses to these perturbations were then assessed and compared using a combination of growth assays, transcriptome profiling, and membrane fatty acid analyses.

**Results:**

Under conditions producing a similar decrease in water potential but without effect on growth rate, there was only a limited shared response to perturbation with sodium chloride or PEG8000. This shared response included the increased expression of genes involved with trehalose and exopolysaccharide biosynthesis and the reduced expression of genes involved with flagella biosynthesis. Mostly, the responses to perturbation with sodium chloride or PEG8000 were very different. Only sodium chloride triggered the increased expression of two ECF-type RNA polymerase sigma factors and the differential expression of many genes involved with outer membrane and amino acid metabolism. In contrast, only PEG8000 triggered the increased expression of a heat shock-type RNA polymerase sigma factor along with many genes involved with protein turnover and repair. Membrane fatty acid analyses further corroborated these differences. The degree of saturation of membrane fatty acids increased after perturbation with sodium chloride but had the opposite effect and decreased after perturbation with PEG8000.

**Conclusions:**

A combination of growth assays, transcriptome profiling, and membrane fatty acid analyses revealed that permeating and non-permeating solutes trigger different adaptive responses in strain RW1, suggesting these solutes affect cells in fundamentally different ways. Future work is now needed that connects these responses with the responses observed in more realistic scenarios of soil desiccation.

## Background

Dibenzo-*p*-dioxins (DDs) and dibenzofurans (DFs) are widespread and persistent contaminants of soils and sediments and pose a significant threat to human and ecological health. One strategy to mitigate such contamination is to apply bioremediation processes that exploit DD- and DF-degrading members of the *Sphingomonas *group of bacteria [1]. These bacteria use dioxygenase enzyme systems to completely oxidize DD and DF and to co-oxidize many of their chlorinated congeners [2-5]. A previous study with *Sphingomonas wittichii *strain RW1 demonstrated that these enzyme systems are functional when the strain is inoculated into contaminated soils [6], which is promising for bioremediation applications. However, the viability of strain RW1 decreased exponentially after inoculation, with half-lives between 0.9 and 7.5 days [6]. Thus, the soil environment poses significant challenges to the sustained activity and viability of this strain, which could hinder its successful long-term application in bioremediation processes.

Fluctuating water availability, or water potential, is one of the major environmental factors that affect the activity and viability of microorganisms within soils [7-9]. The water potential of a soil is composed of two major components, the solute potential and the matric potential [7,9]. The solute potential is the dominant component in saturated soils and is determined by the concentration and valence state of solutes in solution. A decrease in the solute potential affects the osmotic forces acting on the cell and, unless addressed, can lead to the rapid loss of intracellular water. As an example, the solute potential can dramatically decrease close to the surfaces of plant roots, where the uptake of water by plants can result in an up to 200-fold increase in the concentration of solutes [10]. The matric potential is an important component in unsaturated soils and is determined by interactions between water and solid surfaces [9,11]. A decrease in the matric potential has additional effects on the cell because it reduces the degree of saturation and water connectivity of the soil, which in turn affects the transfer of nutrients and metabolites to and from the cell surface [7].

Microorganisms exploit a number of different adaptive strategies to respond to changes in the water potential, such as accumulating compatible solutes [12] and modifying the compositions of membrane fatty acids [13] and exopolysaccharides [14,15]. In several studies, however, the responses to changes in the solute or matric potential were not identical [13,16]. In those studies, solutes that permeate the cell membrane, such as sodium chloride, were used to control the solute potential while solutes that do not permeate the cell membrane, such as polyethylene glycol with a molecular weight of 8000 (PEG8000), were used to control the matric potential. Because non-permeating solutes reduce the water potential but cannot pass the bacterial membrane, they are often assumed to simulate matric effects in completely mixed and homogeneous systems [8,13,16,17]. Using this approach, a study with *Pseudomonas putida *showed that permeating and non-permeating solutes affected the transcriptional expression of non-identical sets of genes [16]. Other studies with *P. putida *showed that permeating and non-permeating solutes had different effects on the relative amounts of *cis *and *trans *membrane fatty acid isomers [13,18] as well as on the accumulation of the compatible solutes K^+ ^and betaine [19]. Thus, the responses to permeating and non-permeating solutes appear to be different in *P. putida*. Why these responses are different and how these responses are independently regulated, however, is not well understood.

The primary objective of this study was to evaluate how *Sphingomonas wittichii *strain RW1 responds to the permeating solute sodium chloride or the non-permeating solute PEG8000, which are assumed to simulate the solute and matric components of the total water potential, and then compare these responses to identify commonalities and differences between them. The responses of cells were primarily investigated by transcriptome profiling and were further combined with growth rate and membrane fatty acid analyses. The temporal adaptation to these perturbations was also investigated by comparing the short-term and long-term transcriptional responses to sodium chloride and PEG8000. Although other studies have used transcriptome profiling to investigate the responses to changes in water potential [20-25], this study is unique by directly comparing the responses to permeating and non-permeating solutes, which can help reveal whether these solutes affect cells in fundamentally different ways. Moreover, these responses have not been extensively explored in the *Sphingomonas *genus, and this research therefore fills an important gap in our understanding of this bioremediation-relevant group of bacteria.

## Methods

### Growth and culture conditions

*Sphingomonas wittichii *strain RW1 was grown in 100-mL culture flasks containing 20 mL of a phosphate-buffered mineral medium (medium DSM457 from the German Resource Centre for Biological Material, Braunschweig, Germany) and 5 mM of sodium salicylate as the sole carbon source (for simplicity hereafter called DSM457-Sal medium). All cultures were incubated at 30°C with shaking at 180 rpm. The water potential of standard DSM457-Sal medium at 30°C was estimated using the van't Hoff equation [8,11] and is approximately -0.235 MPa.

### Effect of sodium chloride and PEG8000 on the specific growth rate

To investigate the effect of the water potential on the specific growth rate of strain RW1, DSM457-Sal medium was amended with sodium chloride or PEG8000 to reduce the water potential of standard DSM457-Sal medium by 0.25, 0.5, 1.0, 1.5, or 2.5 MPa. The required concentrations of sodium chloride were calculated using the van't Hoff equation [8,11] and were 2.9, 5.8, 11.6, 17.4, or 29 g per L, respectively. The required concentrations of PEG8000 were calculated using a previously described relationship [26] and were 139, 203, 295, 366, and 477 g per L, respectively. Three cultures were prepared for each concentration of sodium chloride or PEG8000 and all cultures were inoculated with a single stationary-phase culture of RW1 (optical density at 600 nM [OD_600_] of 0.8). The growth of strain RW1 was tracked over time by measuring the OD_600 _and zero-order specific growth rates were estimated by linear regression.

### Responses to short-term perturbation with sodium chloride or PEG8000

Precultures containing standard DSM457-Sal medium were inoculated with a single stationary-phase culture of strain RW1 and grown to the mid-exponential phase (OD_600 _of approximately 0.25). Twenty-ml aliquots of preculture were then diluted in triplicate into 180 ml of sodium chloride-amended DSM457-Sal medium (water potential decreased by 0.25 MPa), into 180 ml of PEG8000-amended DSM457-Sal medium (water potential decreased by 0.25 MPa), or into 180 ml of standard DSM457-Sal medium (control cultures). The cultures were then incubated for 30 min, cells were collected by vacuum filtration as described elsewhere [27], and the filters were frozen with liquid nitrogen and stored at -80°C until further processing.

### Responses to long-term perturbation with sodium chloride or PEG8000

Three cultures containing sodium chloride-amended DSM457-Sal medium (water potential decreased by 0.25), three cultures containing PEG8000-amended DSM457-Sal medium (water potential decreased by 0.25 MPa), and three cultures containing standard DSM457-Sal medium (control cultures) were inoculated with a single stationary-phase culture of strain RW1. After inoculation, the cultures were grown for approximately 24 hours until reaching the mid-exponential phase (OD_600 _of approximately 0.25). Cells were then collected by vacuum filtration as described elsewhere [27] and the filters were frozen with liquid nitrogen and stored at -80°C until further processing.

### Microarray design

YODA software [28] was used to design 50-mer probes that target genes from the chromosome and both plasmids of strain RW1. The microarray design has been deposited in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE26705 (platform GPL11581) according to MIAME standards [29]. 93% of the probes were designed with the following parameters: 1 to 3 non-overlapping probes per gene, a maximum of 70% identity to non-target sequences, a maximum of 15 consecutive matches to non-target sequences, a melting temperature range of 10°C, and a GC content range of 15%. The remaining 7% of probes were designed with the following less stringent parameters: a maximum of 80% identity to non-target sequences, a melting temperature range of 15°C, and a GC content range of 30%. In total, 12873 probes were designed that target > 99% of the predicted protein coding genes (5323 out of 5345) within the genome of strain RW1. An additional 63 positive and negative control probes were also included in the design. Probes were synthesized on microarrays by Agilent Technologies (Santa Clara, CA) using the 8 × 15,000 format.

### Microarray hybridization and data analysis

RNA was extracted from frozen filters using a previously described acid-phenol method [27,30]. mRNA quality was assessed by verifying intact 16S- and 23S-rRNA bands and by quantifying the A260/A280 and A260/A230 ratios using the MICROARRAY function on a NanoDrop spectrophotometer (ThermoFisher Scientific, Waltham, MA). cDNA was labeled with cyanine-3-labeled dCTP during the reverse transcription step using a modification of a protocol described elsewhere [31]. Briefly, each 50-μl reaction contained 10 μg of total RNA, 1.25 μg of random hexanucleotide primers (Promega, Madison, WI), 100 μM each of unlabeled dATP, dGTP, and dTTP (Life Technologies, Carlsbad, CA), 25 μM of unlabeled dCTP (Life Technologies, Carlsbad, CA), 25 μM of cyanine-3-labeled dCTP (Perkin-Elmer, Waltham, MA), and 400 units of Superscript II reverse transcriptase (Life Technologies, Carlsbad, CA). Reactions were performed by heating at 42°C for 2 hours followed by 70°C for 10 min. RNA was then digested by adding 100 mM of NaOH, heating to 65°C for 20 min, and neutralizing with 100 mM of HCl and 300 mM of sodium acetate (pH 5.2). Labeled cDNA products were purified using the MinElute PCR purification kit (Qiagen, Venlo, Netherlands) and the quantities and incorporation efficiencies of cyanine-3-labeled dCTP were calculated using the MICROARRAY function on a NanoDrop spectrophotometer (ThermoFisher Scientific, Waltham, MA). The incorporation efficiencies typically ranged between 2 and 3%. Sixty ng of labeled cDNA was then loaded onto each microarray, hybridized for 17 hours at 65°C, and washed and scanned as described for labeled cRNA in the One-Color Microarray-Based Gene Expression Analysis Manual (Agilent Technologies, Santa Clara, CA). The fragmentation step (heating to 60°C for 30 minutes) was omitted.

Hybridization signal intensities were extracted from scanned images using the AGILENT FEATURE EXTRACTION software package (version 9.5.3; Agilent Technologies, Santa Clara, CA) and normalized (quantile normalization) and globally scaled using the GENESPRING GX software package (version 10; Agilent Technologies, Santa Clara, CA). All hybridization signals have been deposited in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE26705 (samples GSM657248-GSM657272) according to MIAME standards [29]. To test the hypothesis that a gene was differentially expressed between treatment and control conditions, Welch's *t*-test with unequal variances was first used to calculate *p*-values. The Benjamini and Hochberg procedure was then used to correct the *p*-values for multiple hypothesis testing and convert the *p*-values into false discovery rates (FDRs) [32]. For a gene to be classified as differentially expressed between two conditions the FDR had to be less than 0.05 and the fold-difference in hybridization signal intensities had to be greater than two.

### Fatty acid methyl ester (FAME) analysis

Fatty acids were extracted from frozen filters using a chloroform-methanol protocol [33] and converted into fatty acid methyl esters (FAMEs) using a boron trifluoride-methanol protocol [34]. The FAMEs were identified and quantified by gas chromatography-quadrupole mass spectrometry using a protocol described in detail elsewhere [35]. The ratio of saturated to unsaturated fatty acids was quantified as the sum of the relative proportions of palmitic acid (16:0) and stearic acid (18:0) divided by the sum of the relative proportions palmitoleic acid (16:1Δ9*cis*) and *cis*-vaccenic acid (18:1Δ11*cis*), which are the dominant membrane phospholipid fatty acids of this bacterium [36]. The two-tailed Student's *t*-test with a *p*-value cutoff of 0.05 was used to test the hypothesis that the degree of saturation was different between treatment and control cultures.

## Results and discussion

### Sodium chloride and PEG8000 have the same effect on the specific growth rate

The effect of the permeating solute sodium chloride and the non-permeating solute PEG8000 on the specific growth rate of strain RW1 was tested using liquid batch cultures. A decrease in the water potential by 0.25 to 1.0 MPa with sodium chloride or PEG8000 did not have a substantial effect on the specific growth rate of this strain (Figure 1). A decrease in the water potential by 1.5 MPa, however, significantly reduced the specific growth rate by 37 to 40%, while a further decrease in the water potential by 2.5 MPa reduced the specific growth rate by 67 to 80% (Figure 1). In general, the data indicate that a thermodynamically equivalent decrease in the water potential by adding sodium chloride or PEG8000 had a similar negative effect on the specific growth rate of strain RW1.

**Figure 1:**
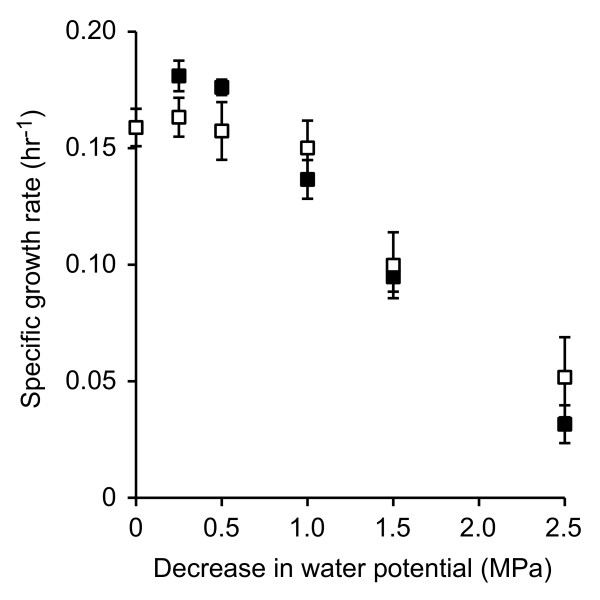
**The effect of sodium chloride or PEG8000 on the specific growth rate of strain RW1**. The water potential was decreased with sodium chloride (filled squares) or PEG8000 (open squares) and zero-order specific growth rates were measured by linear regression. All measurements are averages from three biological cultures and error bars are one standard deviation.

### Transcriptional responses to short-term perturbation with sodium chloride or PEG8000

Transcriptome profiling was used to identify genes whose expression levels respond to short-term (30 min) perturbation with sodium chloride or PEG8000. 

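The short-term experiment comprised 9 arrays, each hybridized with cyanine-3-labelled cDNA from 1 culture. The groups were 3 control cultures, 3 cultures in medium with sodium chloride at 2.9 g per L and 3 cultures in medium with PEG8000 at 139 g per L, all collected after 30 min. Sodium chloride enters cells, whereas PEG8000 is a polyethylene glycol that is too large to pass the membrane, and both were added to decrease the water potential by 0.25 MPa. The array holds 12873 probes for genes of strain RW1, with 3 probes for 3262 genes, 2 probes for 1014 genes and 1 probe for 1059 genes. The authors deposited the spot intensities of each array as their scanner software wrote them, with the background subtracted and without normalization between arrays. The median processed signal of the probes was between 251 and 262 (median 259.6) on the control arrays, between 252 and 276 (median 255) on the sodium chloride arrays and between 279.6 and 317 (median 298) on the PEG8000 arrays. Between 94.7 and 98.7% of the probes were well above background on an array, and 0 probes were saturated. The log2 signals of the 9 arrays were then quantile normalized, as in the methods of the paper, spots marked as outliers (0.217% of the values) were left out, and the probes of a gene were averaged. The limma package was fitted to all 3 groups at once over 5332 genes, in place of the t-test named in the methods, which was kept as an alternative. Run on these gene averages, that t-test did not return all the genes that the paper lists. The paper does not state how it combined the probes of a gene, so the t-test here is not an exact repeat of its calculation. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold difference above 2, the limits given in the methods. Log2 fold changes are given as treated over control cultures, and values for single groups are normalized log2 signals as mean ± SD of 3 arrays. The number of arrays limits the precision, because each group has only 3. It also limits tests by regrouping, because 3 arrays against 3 can be split in only 10 ways. Each group was spread over 2 slides, and a fit with the slide as a block was among the alternatives.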

A decrease in the water potential by 0.25 MPa was used for transcriptome profiling because this perturbation level did not have a substantial effect on the specific growth rate of strain RW1 (Figure 1). The use of this low level of perturbation reduced the probability of generating non-specific and secondary growth-related effects, and therefore helped to isolate the direct transcriptional responses to these perturbations from the indirect responses that may accumulate when using higher levels of perturbation. Venn diagrams were used to provide an initial overview of the transcriptome data (Figure 2). Overall, a total of 451 genes were differentially expressed after perturbation with sodium chloride or PEG8000, including 93 genes (20.6%) that were differentially expressed by both sodium chloride and PEG8000 (significant differential expression in the same direction) (Figure 2). 

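Of the 5332 genes tested, 461 were differentially expressed with at least 1 of the solutes, 318 with sodium chloride and 300 with PEG8000. With both solutes, 145 genes (31.5% of the 461) were differentially expressed in the same direction and 12 in opposite directions. Among the settings that kept the fold minimum, the number of genes changed by either solute was lowest with normexp background correction, at 342, and highest with the brightest probe of each gene, at 541. Without a fold minimum it was 2869. Across genes, which are not independent replicates, the log2 fold changes with the 2 solutes had a Pearson correlation of 0.565. Both comparisons use the same 3 control arrays, which alone gives a positive value. When 100 pairs of unchanged groups were simulated against those controls, the correlation was 0.500 on average (0.452 to 0.534), and limma called 0 genes in the same direction in each draw. Unchanged groups have only the controls in common, so a value near 0.500 follows from the design. Many genes did change here, so the simulation does not show how much of the 0.565 comes from the shared controls. When the sodium chloride arrays were compared directly with the PEG8000 arrays, 329 genes differed, with 211 higher and 118 lower after sodium chloride. The paper sets these transcriptome data beside its growth and fatty acid measurements and concludes that the response shared by the solutes is limited.

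**Figure D1:**
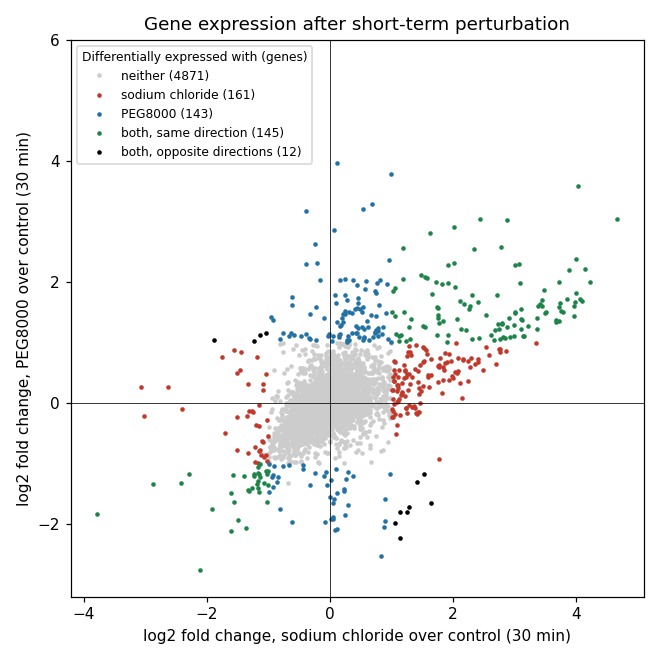
Log2 fold change of each of the 5332 genes after 30 min with sodium chloride (horizontal axis) and with PEG8000 (vertical axis), each over the 3 control arrays. Colours mark the genes differentially expressed with neither solute, with 1 solute, or with both, where 145 genes changed in the same direction and 12 in opposite directions.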

The direction of differential expression was asymmetrically distributed among the differentially expressed genes, with more genes having increased expression than decreased expression (Figure 2). This was true for perturbation with either sodium chloride or PEG8000.

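With sodium chloride, 243 genes had increased and 75 had decreased expression, so that 76.4% of the differentially expressed genes were increased. With PEG8000, the numbers were 216 and 84, or 72.0% increased. Under the other normalizations and background corrections this share lay between 76.4 and 83.5% for sodium chloride and between 72.1 and 76.5% for PEG8000. Without a fold minimum the balance was the other way, with 864 genes increased and 1436 decreased by sodium chloride and 772 and 955 by PEG8000. These counts include many small changes, whose sign can depend on the normalization. The median log2 fold change of all genes was -0.073 with sodium chloride and -0.038 with PEG8000. With cyclic loess normalization, chosen after seeing the data, the medians were 0.024 and 0.015. For 318 of the 318 genes changed by sodium chloride and 297 of the 300 changed by PEG8000, the 3 treated arrays lay on one side of the 3 control arrays. Of all genes tested, 60.0 and 45.1% did so, where chance gives 10%. Among differentially expressed genes with 2 or 3 probes, the probes pointed in different directions for 9 of 240 genes with sodium chloride and for 5 of 218 with PEG8000, and their changes differed by more than 1 on the log2 scale for 81 of the 240 and 53 of the 218. The largest increases with sodium chloride were those of Swit_1247, a hypothetical protein, with a log2 fold change of 4.68 (standard error 0.30, adjusted p = 5.88e-06), of Swit_2325, another hypothetical protein (4.23), and of the entericidin gene Swit_3927 (4.16). The largest decreases were those of the TonB-dependent receptor genes Swit_4696 (-3.79) and Swit_2477 (-3.07) and of Swit_2475, an electron transport protein (-3.03). The probes of Swit_2477 differed, and its brightest probe changed by -0.08. With PEG8000, the largest increases were those of the efflux protein gene Swit_1153, with a log2 fold change of 3.96 (standard error 0.24, adjusted p = 3.55e-06), of the cold-shock protein gene Swit_5339 (3.78) and of the sugar transferase gene Swit_4532. For Swit_5339 the adjusted p was 5.02e-06 with limma and 0.0600 with the methods' t-test. The largest decreases were those of Swit_3008, a hypothetical protein (-2.75), of Swit_1879, a putative indolepyruvate oxidoreductase (-2.53), and of Swit_3863, a fumarylacetoacetate hydrolase (-2.22).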

**Figure 2:**
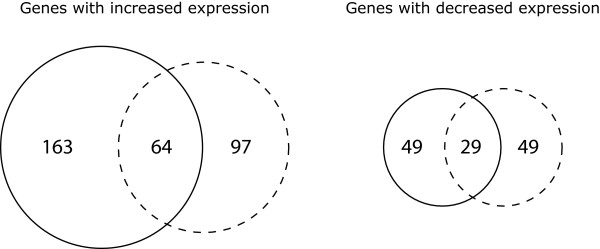
**Summary of genes whose expression levels responded to a short-term perturbation with sodium chloride or PEG8000**. Venn diagrams show the number of genes whose expression levels responded to a short-term perturbation (30 min) with sodium chloride (solid circles) or PEG8000 (dashed circles). The numbers inside the circles indicate the number of differentially expressed genes that had increased or decreased expression (FDR < 0.05, fold difference > 2.0).

### Genes whose expression levels responded similarly to a short-term perturbation with sodium chloride or PEG8000

A total of 64 genes had increased expression after short-term perturbation with sodium chloride or PEG8000 (Figure 2 and Additional File 1). These genes include three that are predicted to be sufficient for the complete conversion of glucose-6-phosphate into the compatible solute trehalose (Swit_3608-3610) (Table 1). 

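In the arrays, 112 genes were increased by both solutes. The number was 43 with the methods' t-test, 95 with the brightest probe of each gene and 75 with normexp background correction, and it lay between 91 and 121 when each array was left out in turn. Of the 93 genes of Additional file 1, which holds the increased and the decreased genes, 91 were differentially expressed in the listed direction with sodium chloride and 92 with PEG8000. The same 91 and 92 were counted when the p-values were adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. The values short of the threshold missed the fold minimum by little and belonged to Swit_5339 with sodium chloride (log2 fold change 0.99) and to Swit_0393 with sodium chloride (-0.99) and PEG8000 (-0.98).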

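Swit_3610, annotated as an alpha,alpha-trehalose-phosphate synthase, had a normalized log2 signal of 11.68 ± 0.10 with sodium chloride and 11.00 ± 0.23 with PEG8000, against 9.61 ± 0.10 in the control cultures (SD, n = 3 each). The log2 fold changes were 2.07 (standard error 0.12, adjusted p = 3.78e-06) and 1.39 (standard error 0.12, adjusted p = 2.55e-05). Swit_3609, a glycoside hydrolase 15-related gene, rose most, by 3.09 (standard error 0.13, adjusted p = 1.16e-06) with sodium chloride and 1.99 (standard error 0.13, adjusted p = 4.90e-06) with PEG8000. Swit_3608, a HAD family hydrolase, rose by 1.75 and 1.12. For all 3 genes every treated array was above every control array, and each change was several times its standard error. The increases were larger with sodium chloride, by 1.11 for Swit_3609 (adjusted p = 2.03e-04), 0.68 for Swit_3610 (adjusted p = 0.00205) and 0.63 for Swit_3608 (adjusted p = 9.37e-04). The probes of a gene did not respond alike. With only the brightest probe, Swit_3608 and Swit_3610 changed by 0.56 and 0.16 with sodium chloride and by 0.16 and 0.04 with PEG8000, and only Swit_3609 passed the threshold. With normexp background correction, Swit_3608 rose by 0.79 with PEG8000 and fell short of the fold minimum.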

All three genes are co-localized on the genome and are transcribed in the same direction relative to the origin of replication, suggesting they are likely co-transcribed on a single transcript. None of the other genes in this set are predicted to be involved with the synthesis of other compatible solutes. This leads to the hypothesis that trehalose is a critical compatible solute for adapting to decreasing water potential in strain RW1, which would be consistent with findings made with other environmental microorganisms [9,10,37]. Many genes involved with cell wall and membrane biogenesis also had increased expression after perturbation with chloride or PEG8000 and are over-represented when compared to the complete genome (Figure 3). These include ten genes that are co-localized on the genome and are predicted to encode a pathway for the biosynthesis, export, and assembly of an exopolysaccharide (Swit_4523-4524 and Swit_4526-4533) (Table 1). 

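All 10 genes were increased by both solutes, with log2 fold changes from 1.21 to 4.03 (median 1.87) with sodium chloride and from 1.26 to 3.58 (median 1.65) with PEG8000. The largest change was that of Swit_4532, a sugar transferase, whose signal was 11.94 ± 0.069 with sodium chloride and 11.49 ± 0.17 with PEG8000, against 7.91 ± 0.33 in the control cultures (SD, n = 3 each). The log2 fold changes of this gene were 4.03 (standard error 0.16, adjusted p = 8.71e-07) and 3.58 (standard error 0.16, adjusted p = 7.07e-07). Swit_4531, a polysaccharide export protein, rose by 2.18 and 1.63, and Swit_4530, an O-antigen polymerase, by 1.76 and 1.56. Tested as a set with fry, a rotation test in limma, the 10 genes had an adjusted p of 4.71e-06 with sodium chloride and 3.85e-06 with PEG8000. Between the solutes the genes differed less than 2-fold, with a median log2 difference of 0.16 over the 10 genes (range -0.29 to 0.55) and an adjusted p of 0.166 from fry. Individually 5 of the 10 differed at an adjusted p under 0.05, of which Swit_4531, Swit_4533, Swit_4532 and Swit_4524 were higher with sodium chloride and Swit_4526 was lower. All 10 genes rose under every alternative tried. The number past the threshold with sodium chloride and PEG8000 was 7 and 7 with the brightest probe of each gene, and 8 and 9 with the median of the probes. With PEG8000 it was also 9 with normexp background correction and 8 with the methods' t-test.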

Exopolysaccharides can act as barriers against the loss of intracellular water to the environment [14,38,39] and microorganisms modify their exopolysaccharide content in response to decreasing water potential [9,14,15]. Another notable gene with increased expression is predicted to encode a rod-shape determining protein (Swit_4023) (Table 1). 

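The signal of Swit_4023 was 8.70 ± 0.11 in the control cultures, 9.89 ± 0.081 with sodium chloride and 10.75 ± 0.26 with PEG8000 (SD, n = 3 each). This corresponds to log2 fold changes of 1.19 (standard error 0.13, adjusted p = 8.29e-05) with sodium chloride and 2.05 (standard error 0.13, adjusted p = 3.83e-06) with PEG8000. The increase was larger with PEG8000, since the direct comparison of sodium chloride with PEG8000 gave -0.87 (adjusted p = 7.36e-04). With each array left out in turn, the change stayed between 1.15 and 1.25 for sodium chloride and between 1.90 and 2.16 for PEG8000.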

Homologs of this gene encode a bacterial actin filament that is important for reinforcing the cytoskeletal structure against changes in osmotic forces [40]. Finally, several genes involved with posttranslational modification and protein turnover also had increased expression after perturbation with sodium chloride or PEG8000 and are over-represented when compared to the complete genome (Figure 3). These genes include several heat shock-type chaperones and proteases (Swit_0619, Swit_1146, Swit_1147) (Table 1).

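Swit_0619, a heat shock protein of the Hsp20 type, had a signal that rose from 11.71 ± 0.038 to 13.35 ± 0.26 with sodium chloride and 14.52 ± 0.31 with PEG8000 (SD, n = 3 each). The log2 fold changes were 1.64 (standard error 0.16, adjusted p = 5.93e-05) and 2.81 (standard error 0.16, adjusted p = 2.94e-06), and the increase with PEG8000 was larger (sodium chloride against PEG8000 -1.17, adjusted p = 5.84e-04). Swit_1146, annotated as ATP-dependent protease La, rose by 1.93 and 2.28, values that differed by less than the fold minimum (-0.35, adjusted p = 0.0424). Swit_1147, a small heat shock chaperone, rose more with sodium chloride, by 2.29 (standard error 0.14, adjusted p = 4.95e-06), than with PEG8000, by 1.61 (standard error 0.14, adjusted p = 3.27e-05). With only its brightest probe, Swit_1147 rose by 0.95 and 0.80 and did not pass the fold minimum.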

**Table 1:** Select genes whose expression levels responded to short-term (30 min) perturbation with sodium chloride or PEG8000 (FDR < 0.05, fold-difference > 2).

Gene ID	Gene Product	Sodium chloride expression fold-change	PEG8000 expression fold-change	Regulation type
Swit_0619	heat shock protein Hsp20	3.2	6.2	up
Swit_1146	ATP-dependent protease La	3.8	4.8	up
Swit_1147	molecular chaperone (small heat shock protein)-like protein	5.0	3.0	up
Swit_3608	HAD family hydrolase	3.4	2.2	up
Swit_3609	glycoside hydrolase 15-related	8.3	3.9	up
Swit_3610	alpha, alpha-trehalose-phosphate synthase (UDP-forming)	4.0	2.5	up
Swit_4023	rod shape-determining protein MreB	2.3	4.1	up
Swit_4523	glycosyl transferase family protein	4.1	3.8	up
Swit_4524	hypothetical protein	3.3	2.7	up
Swit_4526	glycosyl transferase family protein	2.3	2.8	up
Swit_4527	polysaccharide biosynthesis protein	3.8	3.9	up
Swit_4528	non-specific protein-tyrosine kinase	3.5	3.9	up
Swit_4529	hypothetical protein	2.5	2.4	up
Swit_4530	O-antigen polymerase	3.4	2.9	up
Swit_4531	polysaccharide export protein	4.6	3.1	up
Swit_4532	sugar transferase	16	12	up
Swit_4533	glycoside hydrolase family protein	4.3	3.2	up
Swit_0212	flagellin-specific chaperone FliS-like protein	2.3	2.8	down
Swit_1264	flagellar basal body P-ring protein	2.2	2.3	down
Swit_1267	flagellar basal-body rod protein FlgF	2.2	2.2	down
Swit_1268	flagellar basal body FlaE domain-containing protein	2.4	2.3	down
Swit_1270	flagellar basal-body rod protein FlgC	2.5	2.7	down
Swit_1286	flagellar hook-basal body complex subunit FliE	2.3	2.5	down
Swit_1293	flagellar basal body-associated protein FliL	2.3	2.7	down

**Figure 3:**
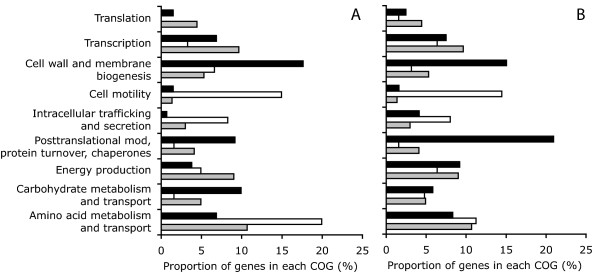
**COG analysis of genes whose expression levels responded to a short-term perturbation with sodium chloride or PEG8000**. The proportion of genes in select cluster of orthologous group (COG) categories were calculated for those whose expression levels were differentially expressed after short-term (30 min) perturbation with sodium chloride (panel A) or PEG8000 (panel B). Proportions were calculated for genes that had increased expression (black bars) or reduced expression (white bars) and were compared to the proportions for all genes within the complete genome (grey bars).

An additional 29 genes had reduced expression after short-term perturbation with sodium chloride or PEG8000 (Figure 2 and Additional file 1). These genes are over-represented in genes involved with cell motility when compared to the complete genome (Figure 3) and include seven genes involved with flagella biosynthesis (Swit_0212, Swit_1264, Swit_1267, Swit_1268, Swit_1270, Swit_1286, Swit_1293) (Table 1). 

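In the arrays, 33 genes were decreased by both solutes, and 27 to 35 when each array was left out in turn. The number depended on how the signals were treated. It was 10 with normexp background correction, 19 with the methods' t-test and 43 with the median of the probes of a gene. Without a fold minimum it was 639.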

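The 7 flagella genes had log2 fold changes between -1.33 and -1.14 with sodium chloride (median -1.17) and between -1.47 and -1.17 with PEG8000 (median -1.34), and every treated array was below every control array for each of them. Swit_1270, a basal-body rod protein, had a signal that fell from 6.95 ± 0.11 to 5.63 ± 0.002 with sodium chloride and 5.52 ± 0.14 with PEG8000 (SD, n = 3 each). Its log2 fold changes were -1.33 (standard error 0.090, adjusted p = 7.58e-06) and -1.43 (standard error 0.090, adjusted p = 4.48e-06). Swit_0212, a flagellin-specific chaperone with 1 probe on the array, had -1.15 (standard error 0.22, adjusted p = 0.00260) with sodium chloride and -1.47 (standard error 0.22, adjusted p = 9.01e-04) with PEG8000. Without replicate 2 of the sodium chloride arrays, the first of these fell just under the fold minimum. As a set, the 7 genes had an adjusted p of 1.52e-05 with sodium chloride and 1.42e-05 with PEG8000 from fry. All 7 genes were lower under every alternative, but their size relative to the fold minimum was not stable. With normexp background correction the changes lay between -0.94 and -0.54 with sodium chloride, where all 7 had an adjusted p of at most 3.95e-04 and all were short of the fold minimum, and 2 of the 7 passed with PEG8000. With the brightest probe of each gene 4 of the 7 passed with each solute, and the methods' t-test called 5 of the 7 with PEG8000.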

The reduced expression of flagella genes in response to decreasing water potential has been reported for a number of different microorganisms [20-23], but the physiological importance of this response remains speculative. 

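Sodium chloride and PEG8000 arrays were also compared with each other for the 7 flagella genes Swit_0212, Swit_1264, Swit_1267, Swit_1268, Swit_1270, Swit_1286 and Swit_1293. The log2 difference, sodium chloride minus PEG8000, lay between -0.07 for Swit_1268 and 0.32 for Swit_0212, with a median of 0.11. None of these differences was significant on its own, with adjusted p-values from 0.178 upward, and the adjusted p for the set was 0.276 from fry. The standard errors of these differences were 0.090 to 0.22, so that smaller differences between the solutes were not detectable with 3 arrays per group.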

The results here suggest that this response is independent of whether the water potential is reduced with permeating or non-permeating solutes.

### Genes whose expression levels responded to a short-term perturbation with sodium chloride but not PEG8000

A total of 163 genes had increased expression after short-term perturbation with sodium chloride but not with PEG8000 (Figure 2 and Additional file 2). These genes include two putative RNA polymerase extracytoplasmic function (ECF) -type sigma 24 factors (Swit_3836, Swit_3924) and adjacent regulatory elements (Swit_3837, Swit_3925, Swit_3926) (Table 2). 

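In the arrays, 131 genes were increased by sodium chloride and not increased by PEG8000. Of the 212 genes of Additional file 2, increased and decreased, 207 were differentially expressed in the listed direction with sodium chloride, the same number when adjusted over the list alone, which was chosen on these arrays. The difference between the solutes was tested by comparing the sodium chloride arrays with the PEG8000 arrays. Of the 163 increased genes of the list, 120 were more than 2-fold higher with sodium chloride than with PEG8000 at an adjusted p under 0.05, and 157 had such a p at any fold. With PEG8000 itself, 145 of the 163 rose, with a median log2 fold change of 0.67, and 48 were also differentially expressed. The methods' t-test moved these counts most, with 9 of the 163 differing between the solutes and 2 of the 163 increased by PEG8000.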

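Swit_3924, one of the sigma factor genes, had a signal of 9.50 ± 0.090 in the control cultures, 12.35 ± 0.26 with sodium chloride and 10.58 ± 0.69 with PEG8000 (SD, n = 3 each). The log2 fold change was 2.85 (standard error 0.29, adjusted p = 6.20e-05) with sodium chloride and 1.08 (standard error 0.29, adjusted p = 0.0172) with PEG8000. The value with PEG8000 passed the threshold by little. It was 0.76 without replicate 1 of the PEG8000 arrays, it was also not called without replicate 3 of the PEG8000 arrays or without replicate 1 or 2 of the control arrays, and its adjusted p was 0.0721 with treat and 0.263 with the methods' t-test. The difference between the solutes was 1.77 (adjusted p = 0.00133). Swit_3836, the other sigma factor gene, rose by 1.43 (standard error 0.12, adjusted p = 2.68e-05) with sodium chloride and by 0.35 (standard error 0.12, adjusted p = 0.0563) with PEG8000, a difference of 1.07 (adjusted p = 2.11e-04). The neighbouring regulators rose by 1.30 (Swit_3837, a putative anti-sigma factor), 1.75 (Swit_3925, a response regulator) and 1.58 (Swit_3926, a histidine kinase) with sodium chloride, and by 0.31, 0.61 and 0.80 with PEG8000. Over the 5 genes, the median log2 difference between the solutes was 1.07 (adjusted p = 3.43e-04 from fry). The paper chose these genes on these arrays as changed by sodium chloride and not by PEG8000, so this p is not independent evidence of a difference. The same holds for the other sets that it names for 1 solute. Of the 5 genes, 3 differed by more than 2-fold. This number was 1 with the brightest probe of each gene, 2 with normexp background correction and 4 when all 25 arrays were normalized together, and the methods' t-test called 0 of the 5, 5 of which had an unadjusted p under 0.05. With sodium chloride, Swit_3837 rose by 0.56 with normexp background correction and Swit_3836 by 0.66 with its brightest probe, both short of the fold minimum.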

ECF sigma factors are known to respond to extracytoplasmic signals and to induce the expression of stress response-related genes [41,42]. Thus, these ECF sigma factors might have a role in controlling the response that is specific to sodium chloride. 

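Of the genes listed in Table 2, Swit_1507 and Swit_1509, both annotated as 17 kDa surface antigens, rose by 4.00 (standard error 0.37, adjusted p = 4.07e-05) and 3.12 (standard error 0.22, adjusted p = 1.03e-05) with sodium chloride. The OmpA/MotB domain genes Swit_2322 and Swit_2278 rose by 3.38 and 1.82. The phospholipase D gene Swit_0142 rose by 1.90, the solute-binding protein gene Swit_0692 by 1.46 and the chloride channel gene Swit_3739 by 1.1. Swit_2132, a peptidoglycan-associated lipoprotein, rose by 0.96 (standard error 0.18, adjusted p = 0.00211), just under the fold minimum, which it passed without replicate 1 or 3 of the control arrays. Swit_3739 fell short of the fold minimum with normexp background correction (0.72) and with the median of its probes (0.85). With PEG8000, limma also called Swit_1507 at 1.82 (standard error 0.37, adjusted p = 0.00491), Swit_1509 at 1.39 and Swit_2322 at 1.41, whereas the methods' t-test gave adjusted p-values of 0.214, 0.158 and 0.241 for these 3. The SD of the PEG8000 arrays was wide for these genes, at 0.96 for Swit_1507 against 0.10 with sodium chloride. Compared directly, 7 of the 8 genes were more than 2-fold higher with sodium chloride (median log2 difference 1.63, adjusted p = 7.12e-04 from fry), or 1 of the 8 with the methods' t-test. The superoxide dismutase gene Swit_2933 rose by 1.23 (standard error 0.084, adjusted p = 8.22e-06) with sodium chloride and by 0.54 (standard error 0.084, adjusted p = 0.00115) with PEG8000, a difference of 0.69 (adjusted p = 2.87e-04).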

The other genes with increased expression include many with putative roles in the biosynthesis and functioning of the outer membrane (Swit_0142, Swit 0692, Swit_1507, Swit_1509, Swit_2132, Swit_2278, Swit_2322, Swit_3739) and one encoding superoxide dismutase (Swit_2933) (Table 2).

**Table 2:** Select genes whose expression levels responded to short-term (30 min) perturbation with sodium chloride but not PEG8000 (FDR < 0.05, fold-difference > 2.0).

Gene ID	Gene Product	Sodium chloride expression fold-change	Regulation type
Swit_0142	phospholipase D	3.7	Up
Swit_0692	extracellular solute-binding protein	2.8	Up
Swit_1507	17 kDa surface antigen	17	Up
Swit_1509	17 kDa surface antigen	9.3	Up
Swit_2132	peptidoglycan-associated lipoprotein	2.0	up
Swit_2278	OmpA/MotB domain-containing protein	3.6	up
Swit_2322	OmpA/MotB domain-containing protein	10	up
Swit_2933	superoxide dismutase	2.3	up
Swit_3739	chloride channel, core	2.1	up
Swit_3836	ECF subfamily RNA polymerase sigma-24 factor	2.7	up
Swit_3837	putative transmembrane anti-sigma factor	2.5	up
Swit_3924	ECF subfamily RNA polymerase sigma-24 factor	7.2	up
Swit_3925	two-component response regulator	3.5	up
Swit_3926	signal transduction histidine kinase	3.0	up
Swit_0657	glutamate synthase (NADPH) large subunit	2.6	down
Swit_0958	butyryl-CoA:acetate CoA transferase	2.2	down
Swit_0959	3-oxoacid CoA-transferase, A subunit	2.1	down
Swit_2399	methionine synthase (B12-dependent)	2.8	down
Swit_2400	methionine synthase (B12-dependent)	3.0	down
Swit_2401	5,10-methylenetetrahydrofolate reductase	2.8	down
Swit_2559	acyl-CoA synthetase	7.7	down
Swit_2694	glycine cleavage system aminomethyltransferase T	2.0	down
Swit_2696	glycine dehydrogenase subunit 1	2.2	down
Swit_2697	glycine dehydrogenase subunit 2	2.0	down
Swit_3903	diacylglycerol kinase, catalytic region	5.4	down
Swit_3907	fatty acid hydroxylase	3.4	down
Swit_3986	Glu/Leu/Phe/Val dehydrogenase, dimerisation region	2.1	down
Swit_4784	glutamate synthase (NADPH)	2.3	down

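In the arrays, 42 genes were decreased by sodium chloride and not decreased by PEG8000. Among the 49 decreased genes of Additional file 2, 28 were more than 2-fold lower with sodium chloride than with PEG8000 in the direct comparison, and 40 were lower at an adjusted p under 0.05 at any fold. With PEG8000, 33 of the 49 were lower than in the control cultures (median log2 fold change -0.36), and 4 were differentially expressed. These were Swit_4696, Swit_2559, Swit_3903 and Swit_3904, the last named after its values were seen.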

An additional 49 genes had reduced expression after short-term perturbation with sodium chloride but not PEG8000 (Figure 2 and Additional file 2). Many of these genes are involved with amino acid metabolism and are over-represented when compared to the complete genome (Figure 3). These include genes involved with the metabolism of glycine (Swit_2694, Swit_2696, Swit_2697), glutamate (Swit_0657, Swit_3986, Swit_4784), and methionine (Swit_2399-2401) (Table 2). Also included were a number of genes involved with lipid metabolism (Swit_0958, Swit_0959, Swit_2559, Swit_3903, Swit_3907) (Table 2).

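The 3 methionine genes fell with sodium chloride and rose with PEG8000. Swit_2400, a methionine synthase, had a signal of 12.02 ± 0.093 in the control cultures, 10.47 ± 0.24 with sodium chloride and 12.89 ± 0.097 with PEG8000 (SD, n = 3 each), with log2 fold changes of -1.56 (standard error 0.12, adjusted p = 1.39e-05) and 0.87 (standard error 0.12, adjusted p = 5.13e-04). Swit_2399 changed by -1.47 and 0.55, and Swit_2401 by -1.44 and 0.83. The 3 genes differed between the solutes by -2.43 to -2.02 (adjusted p = 1.38e-05 from fry). Of the glutamate genes, Swit_3986, a Glu/Leu/Phe/Val dehydrogenase, changed by -1.04 (standard error 0.12, adjusted p = 1.33e-04) with sodium chloride and 1.16 (standard error 0.12, adjusted p = 9.06e-05) with PEG8000, past the threshold in opposite directions. The glutamate synthase genes Swit_0657 and Swit_4784 fell by 1.35 and 1.19 on the log2 scale with sodium chloride and changed by -0.22 and 0.75 with PEG8000. The glycine genes Swit_2694, Swit_2696 and Swit_2697 changed by -1.02, -1.14 and -1.01 with sodium chloride and fell with PEG8000 as well, by 0.28, 0.77 and 0.55, so that the solutes differed by -0.74 to -0.37 (adjusted p = 9.75e-04 from fry). Several of the decreases with sodium chloride lie at the fold minimum. With normexp background correction Swit_2694 changed by -0.80, Swit_2697 by -0.90 and Swit_3986 by -0.98, and the methods' t-test gave Swit_2694 an adjusted p of 0.0617. With the slide as a block, Swit_2694 and Swit_2697 changed by -0.96 and -0.99. With the median of the probes Swit_2696 and Swit_2697 changed by -0.78 and -0.72, and with the brightest probe Swit_2399 changed by -0.74. Leaving out 1 array also took some of these under the fold minimum. Swit_2694 changed by -0.86 without sodium chloride replicate 1, Swit_2697 by -0.99 and -1.0 without control replicates 2 and 3, and Swit_3986 by -0.95 without control replicate 1 and -0.98 without sodium chloride replicate 2.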

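The largest decreases among the lipid genes were those of the acyl-CoA synthetase gene Swit_2559, with a log2 fold change of -2.87 (standard error 0.37, adjusted p = 2.54e-04), and of the diacylglycerol kinase gene Swit_3903, with -2.42 (standard error 0.27, adjusted p = 1.25e-04). The fatty acid hydroxylase gene Swit_3907 fell by 1.70 on the log2 scale, and the CoA-transferase genes Swit_0958 and Swit_0959 by 1.09 and 1.04. With cyclic loess normalization, which was chosen after seeing the data, the last 2 changed by -0.94 and -0.88, short of the fold minimum, as did Swit_0959 without replicate 2 of the sodium chloride arrays (-0.99). With PEG8000, Swit_0958 and Swit_0959 rose by 0.31 and 0.48, and Swit_3907 changed by -0.50 (standard error 0.22, adjusted p = 0.112). Swit_3903 and Swit_2559 were also differentially expressed with PEG8000, by -1.32 (standard error 0.27, adjusted p = 0.00524) and -1.34 (standard error 0.37, adjusted p = 0.0202). The methods' t-test gave these adjusted p-values of 0.141 and 0.291 with PEG8000. Swit_3903 fell short of the fold minimum with normexp background correction (-0.55), and with treat Swit_2559 had an adjusted p of 0.0676. The value of Swit_2559 rested on replicate 1 of the PEG8000 arrays, without which it was -0.83, and it was also not called without replicate 1 or 3 of the control arrays. Compared directly, all 5 genes were more than 2-fold lower with sodium chloride than with PEG8000, with log2 differences from -1.53 to -1.10 (adjusted p = 1.38e-05 from fry). The number past this threshold was 4 of the 5 with normexp background correction, the slide as a block or treat, and 2 with the methods' t-test.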

### Genes whose expression levels responded to a short-term perturbation with PEG8000 but not sodium chloride

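In the arrays, 104 genes were increased by PEG8000 and not increased by sodium chloride. Additional file 3 holds the paper's list of 146 genes for PEG8000 alone, of which 141 were differentially expressed in the listed direction with PEG8000, the same number when adjusted over the list alone, which again was chosen on these arrays. Of its 97 increased genes, 62 were more than 2-fold higher with PEG8000 than with sodium chloride in the direct comparison, and 96 were higher at an adjusted p under 0.05 at any fold. With sodium chloride, 70 of the 97 rose (median log2 fold change 0.32), and 2 were differentially expressed, namely Swit_2423 and Swit_4099, which were named after their values were seen. The methods' t-test found 23 of the 97 to differ between the solutes.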

A total of 97 genes had increased expression after short-term perturbation with PEG8000 but not with sodium chloride (Figure 2 and Additional file 3). These genes include the RNA polymerase sigma 32 factor (Swit_0060) (Table 3). 

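The signal of Swit_0060 rose from 10.30 ± 0.23 in the control cultures to 12.19 ± 0.20 with PEG8000 and 10.88 ± 0.14 with sodium chloride (SD, n = 3 each). The log2 fold change was 1.89 (standard error 0.14, adjusted p = 1.18e-05) with PEG8000. With sodium chloride it was 0.58 (standard error 0.14, adjusted p = 0.00861), an increase in which every treated array was above every control array but which stayed below the fold minimum. The difference between the solutes was -1.31, sodium chloride minus PEG8000 (adjusted p = 1.46e-04).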

In other bacteria the sigma 32 factor regulates heat-shock and general stress response systems [43,44]. Consistent with this, genes involved with posttranslational modification, protein turnover, and chaperones were over-represented within this group when compared to the complete genome (Figure 3). These include the chaperones DnaK (Swit_1250) and GroEL (Swit_3376) and other putative genes involved with protein turnover and repair (Swit_0074, Swit_0390, Swit_1939, Swit_2682, Swit_2816, Swit_3375, Swit_3913, Swit_4376, Swit_4377, Swit_4509, Swit_5306, Swit_5351) (Table 3). These results are consistent with a previous study with *P. putida *[16], which also observed the increased expression of a number of chaperones in response to PEG8000 but not to sodium chloride. 

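All 14 genes were increased by PEG8000, with log2 fold changes from 1.08 to 3.29 and a median of 1.60 (adjusted p = 2.34e-05 from fry, for a set chosen on these arrays). GroEL (Swit_3376) and the chaperonin Cpn10 gene beside it (Swit_3375) rose most, with log2 fold changes of 3.29 (standard error 0.22, adjusted p = 5.75e-06) and 3.20 (standard error 0.21, adjusted p = 5.38e-06). The GroEL signal was 15.56 ± 0.54 with PEG8000 against 12.28 ± 0.12 in the control cultures (SD, n = 3 each). DnaK (Swit_1250) rose by 1.94 (standard error 0.15, adjusted p = 1.19e-05), the protease genes Swit_4376 and Swit_4377 by 1.78 and 2.05, the heat shock protein 90 gene Swit_5351 by 2.03 and the thioredoxin gene Swit_2682 by 1.41. The smallest increase, 1.08 for the peptidase gene Swit_3913, fell under the fold minimum without replicate 2 of the PEG8000 arrays (0.96) and without replicate 1 of the control arrays (0.99). The PEG8000 arrays varied more than the control arrays for several of these genes, and the methods' t-test, which uses the spread of each gene and group alone, called 4 of the 14, with an adjusted p of 0.0607 for GroEL. With normexp background correction 13 of the 14 passed the threshold, and with the brightest probe of each gene 12. All 14 rose under every alternative.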

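The chaperone and protein turnover genes were also compared between the solutes. With sodium chloride, their log2 fold changes lay between -0.33 and 0.75 (median 0.41), 12 of the 14 rose (11 with the brightest probe of each gene), and none passed the fold minimum. For the set, camera, which tests against all other genes with a preset correlation of 0.01, gave an adjusted p of 0.00330, a call that did not hold under fry (adjusted p = 0.0500, just over the limit). DnaK (Swit_1250) rose by 0.45 (standard error 0.15, adjusted p = 0.0322) and GroEL (Swit_3376) by 0.68 (standard error 0.22, adjusted p = 0.0307). All 14 genes were lower with sodium chloride than with PEG8000, with log2 differences from -2.66 to -0.63 and a median of -1.46. The adjusted p for this difference was 1.19e-04 from fry, and camera called it as well. For 10 of the 14 genes it exceeded 2-fold, among them DnaK (-1.50, adjusted p = 7.73e-05) and GroEL (-2.61, adjusted p = 2.88e-05). The methods' t-test called 1 of the 14 differences, and cyclic loess normalization, chosen after seeing the data, gave 8.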

Although the physiological reason for the increased expression of chaperones only in response to PEG8000 is unclear, these observations suggest that PEG8000 may impact cellular components in a fundamentally different way than sodium chloride.

**Table 3:** Select genes whose expression levels responded to short-term (30 min) perturbation with PEG8000 but not sodium chloride (FDR < 0.05, fold-difference > 2).

Gene ID	Gene Product	PEG8000 expression fold-change	Regulation type
Swit_0060	RNA polymerase factor sigma-32	3.7	up
Swit_0074	peptide methionine sulfoxide reductase	2.3	up
Swit_0390	ATP-dependent protease La	2.4	up
Swit_1250	chaperone protein DnaK	3.6	up
Swit_1939	peptidase M48, Ste24p	3.4	up
Swit_2682	thioredoxin	2.6	up
Swit_2816	methionine-R-sulfoxide reductase	2.5	up
Swit_3375	chaperonin Cpn10	9.5	up
Swit_3376	chaperonin GroEL	9.7	up
Swit_3913	peptidase M23B	2.1	up
Swit_4376	ATP-dependent protease peptidase subunit	3.3	up
Swit_4377	ATP-dependent protease ATP-binding subunit	4.1	up
Swit_4509	membrane protease FtsH catalytic subunit	2.4	up
Swit_5306	heat shock protein DnaJ domain-containing protein	2.2	up
Swit_5351	heat shock protein 90	4.0	up
Swit_2634	benzoate 1,2-dioxygenase, alpha subunit	3.2	down
Swit_3086	gentisate 1 2-dioxygenase-like protein	3.3	down
Swit_3094	glyoxalase/bleomycin resistance protein/dioxygenase	2.8	down
Swit_3864	homogentisate 1,2-dioxygenase	3.6	down
Swit_3865	4-hydroxyphenylpyruvate dioxygenase	3.4	down
Swit_4263	gentisate 1 2-dioxygenase-like protein	2.1	down

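In the arrays, 51 genes were decreased by PEG8000 and not decreased by sodium chloride. Among the 49 decreased genes of Additional file 3, 37 were more than 2-fold lower with PEG8000 than with sodium chloride in the direct comparison, or 26 with the methods' t-test. With sodium chloride, 18 of the 49 were lower than in the control cultures (median log2 fold change of the 49 0.07), and 1, Swit_3186, was differentially expressed, a gene named after its value was seen.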

An additional 49 genes had reduced expression after short-term perturbation with PEG8000 but not sodium chloride (Figure 2 and Additional file 3). Strikingly, these include six putative dioxygenase-encoding genes (Swit_2634, Swit_3086, Swit_3094, Swit_3864, Swit_3865, Swit_4263) (Table 3). One of these genes is predicted to encode a gentisate 1,2-dioxygenase (Swit_3864) (Table 3), which is involved in the degradation of salicylate in other *Sphingomonas *strains [45].

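The 6 genes had log2 fold changes between -1.81 and -1.09 with PEG8000 (adjusted p = 3.85e-06 from fry, for a set chosen on these arrays). Swit_3864, listed in Additional file 3 as a homogentisate 1,2-dioxygenase, had a signal of 11.57 ± 0.11 in the control cultures, 9.76 ± 0.037 with PEG8000 and 12.83 ± 0.089 with sodium chloride (SD, n = 3 each). Its log2 fold change was -1.81 (standard error 0.082, adjusted p = 9.28e-07) with PEG8000 and 1.25 (standard error 0.082, adjusted p = 6.03e-06) with sodium chloride, past the threshold in opposite directions. Its neighbour Swit_3865, a 4-hydroxyphenylpyruvate dioxygenase, changed in the same way, by -1.72 (standard error 0.13, adjusted p = 1.21e-05) and 1.28 (standard error 0.13, adjusted p = 6.43e-05), although its brightest probe rose by 0.99 with sodium chloride and did not reach the fold minimum. Swit_2634, the alpha subunit of a benzoate 1,2-dioxygenase, changed by -1.66 with PEG8000 and 0.06 with sodium chloride, and Swit_3094, of the glyoxalase family, by -1.58 and 0.07. The gentisate 1,2-dioxygenase-like genes Swit_3086 and Swit_4263 changed by -1.69 and -1.09 with PEG8000. For Swit_3086 the PEG8000 arrays varied widely (SD 0.61), and the methods' t-test gave an adjusted p of 0.149. Swit_4263 changed by -0.61 with normexp background correction and -0.99 with the median of its probes, short of the fold minimum. Compared directly, all 6 genes were more than 2-fold higher with sodium chloride than with PEG8000 (median log2 difference 1.85, adjusted p = 1.03e-06 from fry), or 5 with normexp background correction and 4 with the methods' t-test.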

### Comparison of the short-term and long-term transcriptional responses to sodium chloride and PEG8000

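A separate set of 9 arrays held cultures grown for 24 h, with 3 control cultures, 3 with sodium chloride at 2.9 g per L and 3 with PEG8000 at 139 g per L. These cultures were inoculated into the amended media and collected in the mid-exponential phase, so that their cells had grown under the decreased water potential. The median processed signal of the probes was between 236 and 281 (median 248) on the control arrays, between 205 and 238 (median 221) on the sodium chloride arrays and between 185 and 262 (median 245) on the PEG8000 arrays, and between 92.4 and 96.8% of the probes were well above background. The authors' files of these arrays name a later version of the Feature Extraction software in their headers than the files of the short-term arrays, which name the version given in the methods. The 9 arrays were quantile normalized apart from the short-term arrays, 0.134% of the values were left out as outliers, and limma was fitted over 5333 genes at the same thresholds. To compare 30 min with 24 h, all 18 arrays were normalized together and the difference of the effects, treated minus control at 30 min minus the same at 24 h, was tested as an interaction. Each time has its own control arrays, so that a difference that all arrays of one time share cancels. The sign of a change follows the labels of the arrays, treated over control.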

Transcriptome profiling was further used to compare the temporal adaptation to sodium chloride and PEG8000 and to separate the immediate responses from the long-term responses. To achieve this, the responses to short-term perturbation (30 min) with sodium chloride or PEG8000 discussed above were compared with the responses to long-term perturbation (24 hour). For sodium chloride, the expression levels of 305 genes responded to short-term perturbation (Figure 2, Additional file 1 and Additional file 2) while the expression level of only one gene that encodes a hypothetical protein (Swit_0150) responded to long-term perturbation. Thus, the transcriptional state of strain RW1 responded immediately after applying sodium chloride by changing the expression of a large number of genes, but then returned to its initial transcriptional state. 

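After 24 h with sodium chloride, limma called 7 genes, 2 increased and 5 decreased. At an adjusted p under 0.05 and any fold there were 35 genes, and at an unadjusted p under 0.05 there were 552. The methods' t-test called 0 genes, with 639 at an unadjusted p under 0.05. Swit_0150, a hypothetical protein, had a signal of 8.24 ± 0.037 with sodium chloride and 6.76 ± 0.016 in the control cultures (SD, n = 3 each), a log2 fold change of 1.48 (standard error 0.085, adjusted p = 9.80e-05). Its adjusted p was 0.0652 with the methods' t-test, and with only its brightest probe the change was 0.52 (adjusted p = 0.0887). The other increased gene was Swit_3093, a hypothetical protein, at 1.15 (standard error 0.16, adjusted p = 0.0139). The largest decreases were those of the hypothetical proteins Swit_5364, at -1.26 (standard error 0.19, adjusted p = 0.0220), and Swit_4593, at -1.23 (standard error 0.088, adjusted p = 3.30e-04), and of Swit_5365, a type IV conjugative transfer protein, at -1.16 (standard error 0.19, adjusted p = 0.0260). The remaining decreased genes, named after their values were seen, were Swit_0604, a sporulation domain protein, with a log2 fold change of -1.01 and Swit_3511, for which the files give no product, with -1.0. When each of the 9 arrays was left out in turn, Swit_0150 and Swit_4593 were called each time, whereas Swit_3093 and Swit_5364 were not called in 5 of the fits and Swit_5365 in 6, with adjusted p-values up to 0.0867, 0.116 and 0.144. The number of genes was 2 without replicate 2 of the control arrays and 11 without replicate 3 of the PEG8000 arrays, which share the estimate of the spread. Among the other alternatives it lay between 2 with treat and 9 with the slide as a block, apart from the methods' t-test and the fit without a fold minimum. Swit_5365 was not among those called by limma with the slide as a block (adjusted p = 0.0576). It was also lost with the replicate number as a block (adjusted p = 0.0642) and with 2 groups only (adjusted p = 0.0508). On simulated data of the same size, limma recovered 198 of 200 changed genes. All simulated changes were well above the fold minimum, so the recovery does not show how many changes near or below it would be found.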

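The difference between the effects at 30 min and 24 h was tested itself. For sodium chloride, 327 genes had an effect that differed between the times, with 269 higher and 58 lower at 30 min. Of the 212 genes of Additional file 2, 1, Swit_0150, was differentially expressed in the listed direction after 24 h, the same number when adjusted over the list alone, and 128 of the 212 had the listed sign. The 3 trehalose genes had a median log2 fold change of 0.24 at 24 h, and the effect at 30 min exceeded that at 24 h by a median of 1.82 (adjusted p = 8.99e-09 from fry). For the 10 exopolysaccharide genes the median at 24 h was 0.11 and the difference between the times 1.68 (adjusted p = 7.68e-09). The 7 flagella genes of Table 1 had a median of -0.61 at 24 h, where all 7 (6 with the brightest probe of each gene) were lower than in the control cultures (adjusted p = 0.00143 from fry). Their decrease at 30 min was larger, with a median difference of -0.57 between the times (adjusted p = 3.99e-04). From the number of genes that responded at 30 min and at 24 h, the paper concludes that cells returned to their initial transcriptional state.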

A previous transcriptome investigation with *Sinorhizobium meliloti *is consistent with these results. In that study, the number of genes whose expression levels responded to sodium chloride reached a maximum after 30 to 60 minutes and then reduced thereafter [22]. For PEG8000, in contrast, the expression levels of 239 genes responded to short-term perturbation (Figure 2, Additional file 1 and Additional file 3) while of the expression levels of 156 genes responded to long-term perturbation (Additional file 4). Thus, the transcriptional state of strain RW1 changed immediately after applying PEG8000 and remained in a significantly different transcriptional state thereafter.

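After 24 h, 306 genes differed between the arrays labelled long-term PEG8000 and their controls, with 152 higher and 154 lower in the arrays labelled PEG8000. For 303 of the 306, the arrays of the 2 groups did not overlap, which held for 42.9% of all genes, where chance gives 10%. Without replicate 3 of the PEG8000 arrays 228 genes were higher and 236 lower, and without replicate 2 the numbers were 130 and 128. The methods' t-test called 52 and 24 genes, and normexp background correction gave 91 and 110. Of the 156 genes of Additional file 4, limma called 153 in the direction opposite to the list and 0 in the listed direction, the same numbers when adjusted over the list alone, which was chosen on these arrays. All 156 had the opposite sign, so that 0 were in the listed direction at an unadjusted p under 0.05 or with the methods' t-test. The genes with the largest increase in the arrays labelled PEG8000 were the TonB-dependent siderophore receptor genes Swit_3225, with a log2 fold change of 6.16 (standard error 0.13, adjusted p = 1.19e-08), Swit_3561 (4.95) and Swit_3560 (4.78). Among the decreases, Swit_3903 and Swit_3087 were not well above background on any of the 3 arrays labelled PEG8000, so that their changes are bounds against the lowest signal of a probe well above background. Swit_3903, a diacylglycerol kinase, was at least 3.52-fold lower and Swit_3087, a 2,4-dihydroxyhept-2-ene-1,7-dioic acid aldolase, at least 4.05-fold lower. Swit_5154, a pyruvate dehydrogenase subunit, fell by 3.17 on the log2 scale (adjusted p = 1.06e-04, and 0.150 with the methods' t-test).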

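For PEG8000, 573 genes had an effect that differed between 30 min and 24 h, with 335 higher and 238 lower at 30 min. The same 24 h arrays labelled PEG8000 also differed from those with sodium chloride, in 355 genes. Across 5333 genes, which are not independent replicates, the 24 h log2 fold changes with the 2 solutes had a Pearson correlation of -0.0191. In 100 simulations of unchanged groups the shared control arrays alone gave 0.500 on average (0.429 to 0.542). That value follows from the design and holds only for groups without change. Of the 146 genes of Additional file 3, 24 were differentially expressed at 24 h in the listed direction and 18 in the opposite direction. The 14 protein turnover and repair genes had a median log2 fold change of 0.07 at 24 h, and their effect was higher at 30 min by a median of 1.43 (adjusted p = 2.07e-07 from fry). The 3 trehalose genes were higher at 24 h too, by a median of 0.94, though only 2 of the 3 with the brightest probe of each gene, and this rise held under fry (adjusted p = 1.20e-05) and camera (adjusted p = 0.00396). From the genes that still responded at 24 h, the paper concludes that cells with PEG8000 remained in a different transcriptional state.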

Of the 156 genes whose expression levels responded to long-term perturbation with PEG8000 (Additional file 4), 19 of the down-regulated genes have predicted functions involved with cell motility, including genes important for the biosynthesis, assembly, and regulation of the flagella (Table 4). These genes are located in three chromosomal regions (Swit_0212-0213, Swit_1260-1293, and Swit_1458) and include a putative Fli-type RNA polymerase sigma-28 factor (Swit_1281), which regulates flagella biosynthesis in other bacteria [46]. Also down-regulated were several genes involved with the biosynthesis and assembly of pili (Swit_0565, Swit_0615, and Swit_0616) (Table 4). 

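The 19 flagella genes of Table 4 were all differentially expressed between the arrays labelled long-term PEG8000 and their controls. As the arrays are labelled, the log2 change of PEG8000 over control was positive for all 19, from 1.1 to 2.15 with a median of 1.55 (adjusted p = 3.48e-06 from fry, for a set chosen on these arrays). It stayed positive for all 19 under every alternative. The largest value was that of Swit_1286, a hook-basal body component, with signals of 11.31 ± 0.24 in the arrays labelled PEG8000 and 9.16 ± 0.084 in the control arrays (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.12, adjusted p = 4.76e-06). The smallest was that of Swit_1269, a hook capping protein, with 1.1 (standard error 0.11, adjusted p = 9.83e-05). The number of genes past the threshold was 15 of 19 with normexp background correction, 15 with the methods' t-test and 13 with the brightest probe of each gene. In the other groups the 19 genes were lower than in the controls, except for 2 genes at 30 min and 1 at 24 h with the brightest probe of each gene, with medians of -0.94 and -0.86 after 30 min with sodium chloride and PEG8000 and -0.61 after 24 h with sodium chloride. The difference between the effects of PEG8000 at 30 min and 24 h had a median of -2.39 and was significant for all 19 genes (adjusted p = 5.98e-11 from fry).

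**Figure D2:**
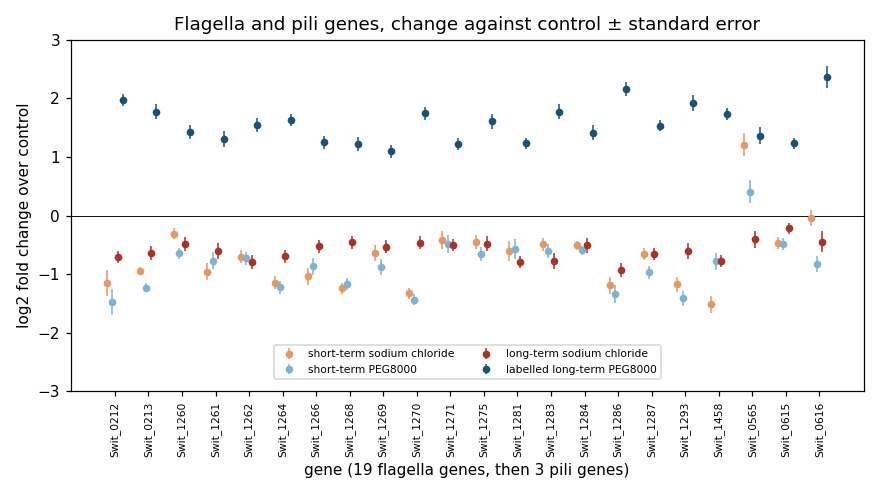
Log2 fold change over the control arrays of the same time, with its standard error from limma, for the 19 flagella genes and the 3 pili genes (Swit_0565, Swit_0615 and Swit_0616), with 3 arrays per group. In the arrays labelled long-term PEG8000 all 22 genes lie above 0, and in the 3 other groups the 19 flagella genes lie below 0, apart from 2 of them at 30 min and 1 at 24 h when only the brightest probe is used.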

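Swit_1281, the sigma 28 factor gene, had a signal of 7.82 ± 0.017 in the arrays labelled long-term PEG8000 and 6.59 ± 0.13 in the control arrays (SD, n = 3 each). The log2 fold change was 1.23 (standard error 0.096, adjusted p = 2.36e-05), or 0.91 with normexp background correction, and the adjusted p of the methods' t-test was 0.0734. Swit_1275, a putative anti-sigma-28 factor, changed by 1.61. The change was 1.96 for Swit_0212, 1.77 for Swit_0213 and 1.73 for Swit_1458, a motor switch protein, all inside the range of the genes from Swit_1260 to Swit_1293. With each array left out in turn, Swit_1281 stayed between 1.19 and 1.32.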

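The pili genes changed in the same direction as the flagella genes in the arrays labelled long-term PEG8000. The log2 fold change over control was 2.36 (standard error 0.19, adjusted p = 2.67e-05) for Swit_0616 and 1.23 (standard error 0.095, adjusted p = 2.28e-05) for Swit_0615, both Flp/Fap pilin components, and 1.36 (standard error 0.14, adjusted p = 1.80e-04) for Swit_0565, a type IV pilus assembly PilZ protein. The set had an adjusted p of 2.55e-05 from fry. Replicates of the arrays labelled PEG8000 varied more than the control arrays, with an SD of 0.45 against 0.058 for Swit_0616, and the methods' t-test gave the 3 genes adjusted p-values of 0.121, 0.0612 and 0.112.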

In many bacteria flagella and pili have important roles in cell aggregation [47,48]. Consistent with this role, visual and microscopic inspection showed small cell aggregates in control cultures and after long-term perturbation with sodium chloride but not after long-term perturbation with PEG8000 (data not shown).

**Table 4:** Select genes whose expression levels responded to long-term (24 hr) perturbation with PEG8000 (FDR < 0.05, fold-difference > 2).

Gene ID	Gene Product	PEG8000 expression fold-change	Regulation type
Swit_0212	flagellin-specific chaperone FliS-like protein	3.9	down
Swit_0213	flagellar hook-associated 2 domain-containing protein	3.3	down
Swit_0565	type IV pilus assembly PilZ	2.5	down
Swit_0615	Flp/Fap pilin component	2.4	down
Swit_0616	Flp/Fap pilin component	4.9	down
Swit_1260	flagellar motor protein MotA	2.7	down
Swit_1261	flagellin domain-containing protein	2.4	down
Swit_1262	flagellar hook-associated protein FlgK	2.9	down
Swit_1264	flagellar basal body P-ring protein	3.1	down
Swit_1266	flagellar basal body rod protein FlgG	2.4	down
Swit_1268	flagellar basal body FlaE domain-containing protein	2.3	down
Swit_1269	flagellar hook capping protein	2.1	down
Swit_1270	flagellar basal-body rod protein FlgC	3.3	down
Swit_1271	flagellar basal-body rod protein FlgB	2.3	down
Swit_1275	putative anti-sigma-28 factor, FlgM	3.0	down
Swit_1281	RNA polymerase, sigma 28 subunit, FliA/WhiG	2.3	down
Swit_1283	flagellin domain-containing protein	3.3	down
Swit_1284	flagellin domain-containing protein	2.6	down
Swit_1286	flagellar hook-basal body complex subunit FliE	4.4	down
Swit_1287	flagellar M-ring protein FliF	2.9	down
Swit_1293	flagellar basal body-associated protein FliL	3.8	down
Swit_1458	flagellar motor switch protein FliM	3.3	down

### Sodium chloride and PEG8000 have opposite effects on the degree of saturation of membrane fatty acids

FAME analyses were used to further investigate the responses to perturbation with sodium chloride or PEG8000 and to confirm that the applied perturbation levels led to physiological outputs. Short-term and long-term perturbation with sodium chloride significantly increased the ratio of saturated to unsaturated fatty acids when compared to the control (*p*-values < 0.05) (Figure 4). In contrast, short-term perturbation with PEG8000 had no significant effect on the ratio of saturated to unsaturated fatty acids (*p*-value > 0.05) while long-term perturbation with PEG8000 significantly decreased the ratio of saturated to unsaturated fatty acids (*p*-value < 0.05) (Figure 4). Thus, long-term perturbation with sodium chloride or PEG8000 had opposite effects on the degree of saturation of membrane fatty acids in strain RW1. These results were unexpected given that an increase in the degree of saturation of membrane fatty acids reduces the fluidity and permeability of the cell membrane and slows the rate of water loss in low water potential environments [49,50]. Thus, it was expected that perturbation with sodium chloride or PEG8000 would both lead to an increase in the degree of saturation of membrane fatty acids. Although it remains unclear why PEG8000 had the opposite effect than expected, the results provide physiological evidence that PEG8000 has a fundamentally different effect on the cytoplasmic membrane than sodium chloride and may even trigger antagonistic adaptive responses.

**Figure 4:**
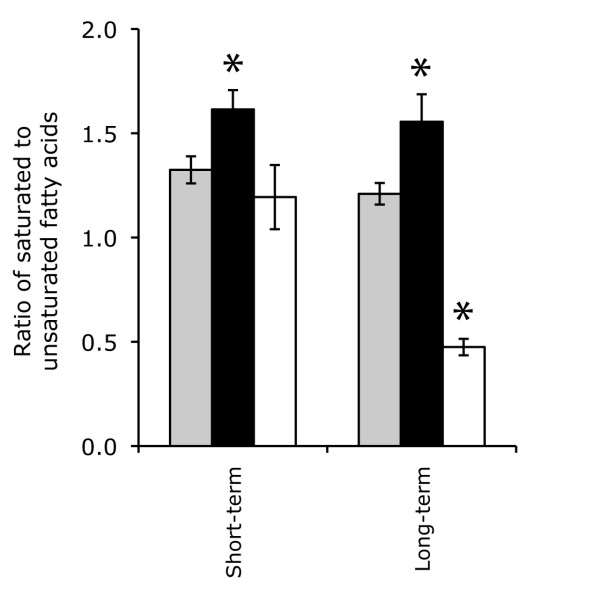
**The effect of sodium chloride or PEG8000 on the degree of saturation of membrane fatty acids**. The ratios of saturated to unsaturated fatty acids were measured in control cultures (grey bars), after perturbation with sodium chloride (black bars), or after perturbation with PEG8000 (white bars). Measurements were made after short-term perturbation (30 min) or long-term perturbation (24 hour). All measurements are averages from three biological cultures and error bars are one standard deviation. Asterisks (*) indicate measurements that are statistically different from the controls (*p*-value < 0.05).

### Commonalities and differences between the responses to sodium chloride and PEG8000

Together, the data obtained in this investigation suggest the following hypothetical scenario for how strain RW1 responds to permeating and non-permeating solutes. After perturbation with the permeating solute sodium chloride, cells quickly begin to synthesize trehalose and exopolysaccharides, repair damaged proteins, and repress the synthesis of flagella. The cells also modify the composition of membrane fatty acids by increasing the degree of saturation. In the long-term, sodium chloride-perturbed cells return to their initial transcriptional state but maintain the increased degree of saturation of their membrane fatty acids. After perturbation with the non-permeating solute PEG8000, cells employ many of the same adaptive strategies used to respond to sodium chloride, including synthesizing trehalose and exopolysaccharides, repairing damaged proteins, and repressing the synthesis of flagella. However, cells up-regulate a broader range of heat shock-type chaperones and proteases, suggesting that PEG8000 damages cells in a fundamentally different way than sodium chloride. The cells also modify their membranes to decrease rather than increase the amount of saturated fatty acids. In the long-term, PEG8000-perturbed cells do not return to their initial transcriptional state and instead continue to repress flagella and pili biosynthesis. The differences in the responses to sodium chloride and PEG8000 may be partially controlled by different RNA polymerase sigma-factors, where ECF-type sigma 24 factors are up-regulated only after perturbation with sodium chloride while the heat shock-type sigma 32 factor is up-regulated only after perturbation with PEG8000.

## Conclusion

A combination of batch growth assays, transcriptome profiling, and membrane fatty acid analyses revealed that there is only a limited shared response to permeating and non-permeating solutes. Mostly, the responses to these solutes are different and might be under the control of different sigma factors. Thus, even though permeating and non-permeating solutes had the same effect on specific growth rates (Figure 1), these solutes affect cells in fundamentally different ways. Future work is now needed to test whether the responses to permeating and non-permeating solutes accurately simulate the responses to the solute and matric components of the total water potential, respectively, and to connect these responses with those observed in more realistic scenarios of soil desiccation.

## Authors' contributions

DRJ conceived the study, carried out the transcriptome profiling experiments, analyzed the transcriptome data, and drafted the manuscript. EC participated with the growth experiments. SKMF participated with the transcriptome profiling experiments. HH carried out the membrane fatty acid experiments and helped to draft the manuscript. JRM conceived the study and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Complete list of genes whose expression levels responded to short-term perturbation with sodium chloride or PEG8000 (FDR < 0.05, fold difference > 2.0)**. Click here for file

Additional file 2 **Complete list of genes whose expression levels responded to short-term perturbation with sodium chloride but not PEG8000 (FDR < 0.05, fold difference > 2.0)**. Click here for file

Additional file 3 Complete list of genes whose expression levels responded to short-term perturbation with PEG8000 but not sodium chloride (FDR < 0.05, fold difference > 2.0). Click here for file

Additional file 4 **Complete list of genes whose expression levels responded to long-term perturbation with PEG8000 (FDR < 0.05, fold difference > 2.0)**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

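Expression was measured on 25 one-colour arrays with cyanine-3-labelled cDNA, 1 array for each culture. The short-term experiment held 3 control, 3 sodium chloride and 3 PEG8000 arrays at 30 min, and the long-term experiment held 3 arrays of each kind at 24 h. The remaining 7 arrays, on which the paper does not report, came from cells inoculated into sand for 1 h, with 3 control arrays and 4 arrays of dry sand. Groups and replicate numbers were taken from the sample labels and the methods. The growth and fatty acid measurements of the paper are not analysed here.

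The authors deposited the spot intensities of each array as written by the Feature Extraction software. The processed signal in these files is the spot intensity after subtraction and detrending of the background within the array, on a linear scale, without normalization between arrays. The files of the short-term arrays name the version of the software given in the methods, and those of the long-term and sand arrays name a later version. The table of values for the whole series holds the same processed signals, rounded, with a ratio to the scanner values between 0.995 and 1.005 over 13416 spots, so that the quantile normalization and global scaling described by the authors are not in the deposited values.

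The 12873 probes for genes named Swit were used, out of 12880 probes that are not controls, and control spots were left out. Processed signals were transformed to log2, with values under 1 to be set to 1, although 0 values were under 1. The arrays of 1 experiment were quantile normalized together, as stated in the methods, and spots marked as outliers by the scanner software were left out, which removed 0.217% of the values in the short-term, 0.134% in the long-term and 0.110% in the sand experiment. The probes of a gene were averaged. There were 5335 genes, of which 3 could not be tested in the short-term experiment and 2 in the long-term experiment for lack of values. The 21 names that stand for several genes sharing a probe are uncertain, because the signal cannot be divided among them, and 2 of them were called in the long-term PEG8000 comparison.

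Differences were tested with limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes over all groups of an experiment, and p-values were adjusted by the Benjamini-Hochberg procedure over all genes tested. A gene was called at an adjusted p under 0.05 and a fold difference above 2, the limits of the methods. The t-test named in the methods was run on the same values as an alternative. It did not return all genes that the paper lists, and the paper does not state how it combined the probes of a gene. It is therefore not an exact repeat of the paper's calculation. The 18 arrays of the 30 min and 24 h experiments were normalized together to test whether an effect differed between the times. For 14 gene sets copied from the text and tables of the paper, the direction was tested with fry, a rotation test in limma, and with camera at a preset correlation of 0.01. The sets and lists had been chosen by the authors on these arrays. A p-value for a set is therefore independent evidence only in an experiment other than the one it was chosen on. Genes whose probes were not well above background on any array of a group are given as bounds, computed against the lowest normalized signal of a probe well above background on each array. Files were read with Python 3.11.15, and the plots were drawn with matplotlib 3.10.9.

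The sample groups, comparisons, thresholds and the alternatives listed below were fixed before the data were examined. Added after the results had been seen were cyclic loess normalization, the tests of the direction of the long-term list, of the resemblance of dry sand to sodium chloride and of genes changed in opposite directions, and the division of the drawn assignments by their control arrays and of the drawn splits for the interaction by their 30 min and 24 h groups. The genes to be named were those that the paper names in its tables or results, and for each of the 5 comparisons the 3 largest increases and 3 largest decreases among called genes whose treated arrays all lay on one side of the control arrays. Gene products were taken from the tables and additional files of the paper. The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, removal of probes well above background on fewer than 3 arrays, the methods' t-test, normalization of all 25 arrays together, the median of the probes, the brightest probe, the table of values for the whole series, a fit of 2 groups only, the replicate number as a block, the slide as a block, no fold minimum, limma's treat against a fold of 1.2, camera for the sets, and each array left out in turn. For normexp, spot means were used for the short-term arrays, and spot medians for the long-term and sand arrays and for the fit of both times.

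The median processed signal of an array lay between 251 and 317 in the short-term, 185 and 281 in the long-term and 10.9 and 46.3 in the sand experiment. Between 94.7 and 98.7%, 92.4 and 96.8%, and 52.4 and 84.3% of the probes were well above background on an array, respectively, and 0 were saturated, so that small signals were measured least precisely in the sand experiment. For all experiments the number of arrays limits the precision.

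The fits were tested on simulated data with 5335 genes, 200 of them changed. Each of these changes was well above the fold minimum, and the noise of each probe was drawn independently. The recovery therefore does not cover changes near or below the fold minimum. In the layout of the short-term comparisons limma recovered 200 of the 200 with sodium chloride and 200 with PEG8000, in the long-term layout 198 and 198, in the sand layout 187, and for the difference between the times with PEG8000 194. The number of unchanged genes called was at most 5. With the sand layout, fry called 7 of 7 changed sets and 0 of 6 unchanged sets. A planned test of functional categories was not run, because a product name for every gene of the array was not used here.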

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

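Of the tests given here, the normalization by cyclic loess and the division of the drawn splits for the interaction by their 30 min and 24 h groups were chosen only after the results were seen.

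The paper does not report on the 7 sand arrays. In cells inoculated into dry sand for 1 h, limma called 441 genes increased and 551 decreased relative to the 3 sand controls, and for 977 of these 992 genes the 4 treated arrays lay on one side of the control arrays, which held for 39.3% of all 5335 genes. With each array left out in turn, 398 to 477 genes were increased and 489 to 556 decreased. Only 1 of the 35 splits of the arrays gave as many increased genes, 1 as many decreased genes and 1 as many sets, in each case the real split, and the largest number of genes called in another split was 1, so that a chance split can be excluded. Of the 14 sets, 13 were called with fry and 12 with camera. The 3 trehalose genes (median log2 fold change 2.66), the 10 exopolysaccharide genes (1.83, 9 of 10 higher), the 5 sigma factor and regulator genes (2.49) and the 8 outer membrane genes (1.69) were higher. The protein turnover and repair genes (-1.14, 13 of 14 lower), the dioxygenase genes (-1.43, 5 of 6 lower), the glutamate genes (-0.89) and the methionine genes (-2.0) were lower. The 3 shared heat shock genes were called with fry (adjusted p = 0.0171) and not with camera (adjusted p = 0.411), and their members went both ways. The pili genes were not called (adjusted p = 0.384 with fry). The largest increases were those of Swit_1451 and Swit_0798 and the largest decreases those of Swit_1200 and Swit_5203, which the files do not pair with names. The arrays were dim, with 52.4 to 84.3% of the probes well above background, and the 4 treated arrays had median signals of 10.9, 18.9, 38.9 and 46.3 against 19.0 to 27.8 in the controls. Dim probes are not the whole cause, because among the 1863 genes whose probes were all well above background on all 7 arrays 27.8% were called, against 18.6% of all genes. These bright genes held 517 of the 992 called genes, and with normexp background correction only 192 genes were increased and 173 decreased, so that low signal and background stay open for many of the other called genes. After removal of the trend with GC content of the probes 934 of the 992 genes were called in the same direction, and after cyclic loess normalization, which follows the signal level, 909. All arrays lay on 1 slide, which cannot separate the groups. Within these limits the values are consistent with a response to dry sand, which remains a hypothesis, since the quality of the RNA was not tested and stays open.

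The effect of both solutes differed between 30 min and 24 h. For PEG8000 the interaction was significant for 573 genes, 335 higher and 238 lower at 30 min, and for sodium chloride for 327 genes, 269 higher and 58 lower at 30 min. The 24 h values follow the labels of the arrays. When the arrays were split in other ways within each time, 2 of 100 drawn splits gave as many genes for PEG8000, the real one included, a share that excludes chance. The other was the split with the 24 h groups exchanged, which gave 677 genes, more than the real one. With the 30 min groups mixed the largest number was 308, and with only the 24 h groups mixed 301, so that this count rests on the groups at both times, but not on which of the 24 h groups is the control. For sodium chloride 8 of 100 did, and chance cannot be excluded by this count. All 8 of those splits kept the 30 min groups whole, as 9 of the 100 did, and with the 30 min groups mixed the largest number was 10, whereas with only the 24 h groups mixed it was 303 to 352, so that the count rests on the 30 min arrays. After removal of the trend with GC content of the probes, 554 of the 573 genes and 312 of the 327 genes were called in the same direction, which argues against GC content as the whole cause. The 30 min and 24 h arrays were extracted with different versions of the scanner software. With normexp background correction on the spot medians, in place of the background subtraction of either version, 353 of the 573 and 235 of the 327 genes were called in the same direction. The software is therefore not the whole cause, but it stays open for the genes that were not called with normexp. Time of exposure is confounded with the growth state of the cultures, because the 24 h cultures had grown in the amended media, and that difference was not tested.

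On the 4 arrays of dry sand, 3 of 22 values had 1 array far from the other 3, by the gap to the nearest array divided by the range. The ratio was 0.975 for the mean of the pili genes, where replicate 2 had a log2 signal of 4.22 against 4.85, 4.87 and 4.86. It was 0.906 for Swit_1200, where replicate 3 had 4.70 against 3.58, 3.69 and 3.66, and 0.895 for Swit_1451, where replicate 1 had 9.56 against 9.83, 9.81 and 9.81. The limit for 4 samples is 0.83, and chance passes it in about 1 of 20 groups. A different array stood apart each time, and neither the median signal (0.226) nor the percentage of probes well above background (0.362) passed the limit, which argues against 1 poor array. The change of Swit_1451 (log2 fold change 5.10) and of Swit_1200 (-3.99) is larger than these gaps. No biological explanation was tested.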

How the results depend on the processing

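Of the settings given here, only cyclic loess normalization was chosen after seeing the data, and it moved no count of called genes by more than 1.5 times. Of the alternatives with all arrays, cyclic loess included, 13 of 14 left the number of genes increased by sodium chloride at 30 min within 1.5 times its value, at 198 to 332, and 12 of 14 the number decreased, at 60 to 92. For PEG8000 at 30 min 12 of 14 did so for each direction, at 150 to 236 increased and 59 to 102 decreased genes. The number changed by either solute stayed between 342 and 541 under 13 of 14. After 24 h, the number called with sodium chloride stayed between 5 and 9 under 10 of 14, and with PEG8000 11 of 14 gave 135 to 176 increased and 12 of 14 gave 110 to 183 decreased genes. In the sand experiment 10 of 12 gave 316 to 495 increased and 414 to 605 decreased genes, and all 10 that could be run for the sets called 12 or 13 of them.

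Without a fold minimum, which adds genes by its construction, 864 genes were increased and 1436 decreased by sodium chloride at 30 min, and 772 and 955 by PEG8000. Under the same setting 395 genes were increased and 639 decreased by both solutes, 2869 were changed by either and 1909 differed between the solutes. After 24 h the numbers were 35 for sodium chloride and 867 increased and 809 decreased for PEG8000, and in sand 696 and 924. The effect differed between the times for 1442 genes with sodium chloride and for 1770 with PEG8000.

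With normexp background correction, 39 genes were decreased by sodium chloride, 46 by PEG8000 and 10 by both at 30 min, against 75, 84 and 33. After 24 h, 3 genes were called with sodium chloride and 91 were increased with PEG8000. In sand 192 were increased and 173 decreased, against 441 and 551, and for PEG8000 359 genes differed between the times, against 573. The cause was not tested. With the methods' t-test, 91 genes were increased by PEG8000 at 30 min, 43 were increased and 19 decreased by both solutes, and 87 differed between the solutes, against 329. After 24 h the methods' t-test called 0 genes with sodium chloride, where 639 had an unadjusted p under 0.05 against 552 with limma, and with PEG8000 it called 52 increased and 24 decreased genes. It called 74 genes of Additional file 4, against 153, in the direction opposite to the list, and found a difference between the solutes for 24 of Additional file 2, against 148, and 49 of Additional file 3, against 99. This test estimates the spread of each gene from its own arrays. On simulated data, with changes well above the fold minimum, it recovered 176 and 171 of 200 changed genes at 30 min with sodium chloride and PEG8000. It recovered 157 and 158 in the 24 h layout and 107 in the sand layout. With treat, 2 genes were called with sodium chloride after 24 h.

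The number of gene sets called after 24 h depended on the test. For sodium chloride it was 5 with fry, 3 with the brightest probe of each gene, 10 with 2 groups only and 9 with camera. For PEG8000 it was 8 with fry, 5 with 2 groups only and 5 with camera. The cause was not tested.

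With 1 array left out in turn, the number of genes called with sodium chloride after 24 h lay between 2 (without replicate 2 of the controls) and 11 (without replicate 3 of the PEG8000 arrays). The number decreased with PEG8000 after 24 h lay between 128 (without PEG8000 replicate 2) and 236 (without PEG8000 replicate 3), and the number of sets called with sodium chloride after 24 h between 3 (without sodium chloride replicate 1) and 10 (without PEG8000 replicate 3). The 3 groups share 1 estimate of the spread, so that a PEG8000 array also affects the sodium chloride comparison. No other count moved by more than 1.5 times. The share of increases among the genes called with sodium chloride after 24 h was 28.6%, 50% with all 25 arrays normalized together and 66.7% with normexp, over 7, 6 and 3 genes. In the other comparisons a change of scaling or background moved this share by less than 10 percentage points.

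Of 2340 values of named genes under the alternatives with all arrays other than cyclic loess, 2219 stayed on the same side of the threshold, 119 lost the call, 2 gained it and 0 changed direction while called. The losses were most frequent with the methods' t-test (37), the brightest probe (33) and normexp (31). With each array left out, 1718 of 1752 values stayed, 32 lost the call and 2 gained it. With cyclic loess 5 of 196 lost the call and 1 gained it.

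The replicate numbers do not pair the samples. The correlation of the deviations of arrays with the same number from their group means lay between -0.0693 and 0.146 (median 0.0192) at 30 min, between -0.250 and 0.206 (median -0.0425) at 24 h and between -0.153 and 0.103 in sand. With the replicate block, 5 genes were called with sodium chloride after 24 h instead of 7, and no count moved by more than 1.5 times.

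The methods' t-test has no form for the difference between the times or for the sets. The slide could not be a block in sand, where all arrays lay on 1 slide, and a fit of 2 groups only is the fit as made there. The test of functional categories, with its narrower words, was not run. Signal over background limits the sand experiment most, where 52.4 to 84.3% of the probes were well above background.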

Differences from the paper's values

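Of the settings named here, cyclic loess normalization was chosen only after the values had been seen.

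For genes differentially expressed in the same direction with both solutes, the paper's value is 93 and the value here 145. Of the alternatives fixed before the data were examined, those within 1.5 times the paper's value were normexp (85), the methods' t-test (62), the brightest probe (123), treat (135), and the fits without control replicate 1 (131), control replicate 2 (136), PEG8000 replicate 1 (122) or PEG8000 replicate 3 (138). The other alternatives, from 141 genes without sodium chloride replicate 2 to 1034 without a fold minimum, were not. For the percent of differentially expressed genes shared by the solutes, the paper's value is 20.6% and the value here 31.5%. It was within 1.5 times the paper's value with normexp (24.9%), the methods' t-test (16.4%), the median of the probes (30.6%), the brightest probe (22.7%) and treat (29.7%). It was also within that range without control replicate 1 (27.6%) or 2 (29.1%), without sodium chloride replicate 1 (30.4%), 2 (29.6%) or 3 (30.6%), and without PEG8000 replicate 1 (25.1%) or 3 (29.9%). The other alternatives lay between 31.0% with 2 groups only and 36.0% without a fold minimum. For genes increased by both solutes the paper's value is 64 and the value here 112. Within 1.5 times were normexp (75), the methods' t-test (43), the brightest probe (95) and the fit without PEG8000 replicate 1 (91), and the others, from 98 without control replicate 1 to 395 without a fold minimum, were not.

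For sodium chloride after 24 h the paper's value is 1 differentially expressed gene and the value here 7. None of the alternatives lay within 1.5 times the paper's value, with 0 genes for the methods' t-test (639 at an unadjusted p under 0.05), 2 for treat, 3 for normexp and 35 without a fold minimum. For PEG8000 after 24 h the paper's value is 156 and the value here 306. Normexp, with 201, lay within 1.5 times, and the others, from 76 with the methods' t-test to 1676 without a fold minimum, did not. The paper's fold values for these genes match those here only when turned to control over PEG8000. On that scale 154 genes were increased here, against 53 in the paper, and none of the alternatives lay within 1.5 times, with 24 for the methods' t-test and 110 for normexp the nearest below and above among the alternatives with all arrays.

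The folds in Tables 1 to 4 were compared one by one, with Table 4 turned to control over PEG8000. Of the 48, 28, 21 and 22 values, 0 had another sign or were apart by more than both 1.5 times and the replicate SD, and 47, 28, 21 and 22 lay within 10% of the value here, with largest ratios of 1.13, 1.07, 1.07 and 1.05.

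The paper states that flagella and pili genes had decreased expression after long-term exposure to PEG8000. Beside this it reports, without showing data, small aggregates of cells in control and sodium chloride cultures and none with PEG8000. In the arrays labelled long-term PEG8000, 19 of the 19 flagella genes and 3 of the 3 pili genes were higher than in the controls. The paper lists genes for 1 solute that were not differentially expressed with the other. Of the 212 genes listed for sodium chloride, 52 were also called in the same direction with PEG8000, and of the 146 listed for PEG8000, 3 were also called in the same direction with sodium chloride. With the methods' t-test these numbers were 2 and 2. In the opposite direction limma called 10 of the 212 with PEG8000 and 11 of the 146 with sodium chloride. Of the genes that the paper names for sodium chloride, the calls with PEG8000 were Swit_1507, Swit_1509, Swit_2322, Swit_3924, Swit_2559 and Swit_3903 in the same direction and Swit_3986 in the opposite one. Of those that it names for PEG8000, Swit_3864 and Swit_3865 were called with sodium chloride, in the opposite direction.

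Among the values listed in the additional files of the paper, 16 were not called here, and all 16 were called without a fold minimum. Scaling to the 75th percentile called Swit_5339, Swit_0393, Swit_2132, Swit_3191, Swit_4494, Swit_4619, Swit_0604, Swit_0238 and Swit_2637, with Swit_0393 for both solutes. Normalization of all 25 arrays together called Swit_5339, Swit_0393 for both solutes, Swit_2132, Swit_4494 and Swit_4756. The brightest probe called Swit_0428, Swit_3380, Swit_0418 and Swit_1380, the median of the probes Swit_3191, Swit_0604 and Swit_0238, the slide as a block Swit_5339 and the removal of dim probes Swit_0604. Cyclic loess normalization, chosen after seeing the values, called Swit_5339, Swit_2132, Swit_4619 and Swit_0604. Leaving out 1 array at 30 min called Swit_5339 (control replicate 2 or 3, sodium chloride replicate 2), Swit_2132 (control replicate 1 or 3), Swit_0428 (control replicate 1, sodium chloride replicate 2 or 3) and Swit_3191 (control replicate 1, sodium chloride replicate 3). It also called Swit_3380 (control replicate 1, sodium chloride replicate 1 or 2), Swit_4494 (control replicate 1, sodium chloride replicate 1 or 3, PEG8000 replicate 1) and Swit_0393, for sodium chloride without control replicate 1 or sodium chloride replicate 1 or 3 and for PEG8000 without PEG8000 replicate 3. Among the genes listed for PEG8000 it called Swit_4619 (control replicate 1, PEG8000 replicate 1), Swit_0418 (PEG8000 replicate 3), Swit_4274 (PEG8000 replicate 1 or 3), Swit_1380 (control replicate 3, sodium chloride replicate 1 or 2, PEG8000 replicate 2) and Swit_0604 (control replicate 1 or 2, any sodium chloride replicate, PEG8000 replicate 2). At 24 h it called Swit_0238 (control replicate 2, PEG8000 replicate 1 or 3), Swit_4756 (control replicate 1 or 3, PEG8000 replicate 3) and Swit_2637 (control replicate 3, PEG8000 replicate 1 or 2), each in the direction of the list turned to control over PEG8000.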

Other observations

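The 4 tests of the direction of the long-term list, the 3 tests of the resemblance of dry sand to sodium chloride and the 2 tests of genes that changed in opposite directions were chosen only after the results had been seen, as were cyclic loess normalization, the division of the drawn assignments by their control arrays and the division of the drawn splits for the interaction by their 30 min and 24 h groups.

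The list of genes for long-term PEG8000 (Additional file 4) runs opposite to the arrays as they are labelled. Of its 156 genes, limma called 153 in the direction opposite to the list. All 156 had the opposite sign, so that limma and the methods' t-test called 0 in the direction of the list, and 0 at an unadjusted p under 0.05. The correlation across genes between the log2 of the paper's folds and the log2 fold changes was -0.9986. An exchange of the labels of the control and PEG8000 arrays is argued against, because the arrays labelled sodium chloride would then differ from their control in 355 genes, whereas the paper reports 1. An exchange of the sodium chloride and PEG8000 labels is argued against as well, because the arrays labelled sodium chloride differ from the controls in only 7 genes. Another normalization does not turn the direction, since the largest number of listed genes called in their own direction under 5 alternatives was 0. A candidate explanation is that the folds of the list are expressed as control over PEG8000. When the sign of the list was turned, the median absolute difference from the values here was 0.0227 on the log2 scale, against 3.04 unturned, and 148 of the 156 genes lay within 0.1. When all 25 arrays were normalized together, the root mean square log2 difference of these genes from the short-term control arrays was 0.992 for the long-term control arrays and 2.53 for the arrays labelled long-term PEG8000. Under this hypothesis the flagella genes would be higher after 24 h with PEG8000. The paper relates the decrease it reports to a lack of cell aggregates in those cultures. That observation goes against this hypothesis and cannot be examined with the arrays. A rotation of all the group labels is argued against too. The arrays then taken as sodium chloride and control would differ in 306 or 355 genes, against 1 in the paper. Arrays from another source than the list are argued against by the match of the turned folds, within 0.1 for 148 of the 156 genes. Errors in the labels of single arrays were not tested.

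The response to dry sand resembled that to sodium chloride more than that to PEG8000. Across 5332 genes, which are not independent replicates, the log2 fold changes in sand had a Pearson correlation of 0.485 (Spearman 0.330) with those of sodium chloride at 30 min and of 0.246 (0.167) with those of PEG8000, a difference of 0.239. The sand arrays share no control with the other experiments. Of the 35 splits of the sand arrays, 1 gave a difference as large, the real split, so that a chance split can be excluded. The smallest difference was 0.112 when the genes were divided into 3 parts by their signal in sand, and the difference was 0.238 after removal of the trend with GC content, which argues against both as the whole cause. Of 123 genes increased by sodium chloride and not called with PEG8000, 76 were increased and 5 decreased in sand (median log2 fold change 1.45). Of 100 genes increased by PEG8000 and not called with sodium chloride, 7 were increased and 35 decreased (-0.73). Of 112 genes increased by both, 91 were increased and 2 decreased (2.68). Of 33 genes decreased by both, only 7 were decreased and 3 were increased (-0.63). Of the genes decreased by sodium chloride and not called with PEG8000, 15 of 38 were decreased in sand, and of those decreased by PEG8000 and not called with sodium chloride, 12 of 43, so that the difference between the solutes was seen mainly among increases. In the lists of the paper, 53 of 93, 136 of 212 and 28 of 146 genes of Additional files 1, 2 and 3 were called in sand in the listed direction and 5, 13 and 37 in the opposite direction. Adjusted over each list alone, 54, 138 and 28 were called in the listed direction. No biological cause of the resemblance was tested, and the different handling of the sand and liquid cultures stays open.

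At 30 min, 12 genes were differentially expressed in opposite directions with the 2 solutes, which the paper does not report as a group, and they were chosen after their values were seen. Of these, 8 were increased by sodium chloride and decreased by PEG8000. They include 3 neighbours, the fumarylacetoacetate hydrolase gene Swit_3863 (log2 fold changes 1.15 and -2.22), Swit_3864 (1.25 and -1.81) and the 4-hydroxyphenylpyruvate dioxygenase gene Swit_3865 (1.28 and -1.72), and 2 further neighbouring pairs, Swit_4121 with Swit_4122 and Swit_5296 with Swit_5297. The remaining one was the cyclase family gene Swit_1881 (1.05 and -1.98). The 4 genes decreased by sodium chloride and increased by PEG8000 were Swit_3986 (-1.04 and 1.16), Swit_4788 (-1.14 and 1.12), Swit_2402 (-1.23 and 1.02) and Swit_4785 (-1.88 and 1.04). Both comparisons share the control arrays, which makes equal directions more frequent, not opposite ones. Of 100 drawn assignments of the arrays to the 3 groups, 1 gave a number as large, the real one included, and after removal of the trend with GC content 11 of the 12 genes were called in opposite directions. A candidate explanation is that these genes respond to the kind of solute and not to the water potential, which both solutes decreased by 0.25 MPa. This was not tested further, and signal shared between neighbouring genes stays open for the neighbours.

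After 24 h with sodium chloride, where limma called 7 genes, the 19 flagella genes of Table 4 were all lower than in the controls (18 of 19 with the brightest probe of each gene). Their median log2 fold change was -0.61, between -0.43 with normexp and -0.70 with scaling to the 75th percentile, and the set had an adjusted p of 6.86e-04 from fry. With the mean of the probes none of the 19 was called on its own, and with the brightest probe 1 was, while 16 had an unadjusted p under 0.05. Of the 14 sets 5 were called with fry, and 1 of the 10 splits of the arrays, the real one, gave as many, a count that alone cannot exclude chance with 3 arrays against 3. The trehalose genes (0.24, adjusted p = 0.0135), the shared heat shock genes (-0.34), the flagella genes of Table 1 and the protein turnover and repair genes (-0.30, adjusted p = 0.0171) were the others. No explanation was tested.

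For the remaining comparisons of 3 arrays with 3, the real split was the only 1 of 10 that gave as many increased or decreased genes for sodium chloride and for PEG8000 at 30 min, as many genes that differ between the solutes, as many genes for sodium chloride after 24 h, as many increased or decreased genes for PEG8000 after 24 h, and as many sets for PEG8000 after 24 h. Such a design cannot give a share under 0.1, so that the count of splits alone cannot exclude chance. Other values argue against it at 30 min and for PEG8000 after 24 h. Limma called 318 genes for sodium chloride and 300 for PEG8000 at 30 min, 329 between the solutes and 306 for PEG8000 after 24 h, whereas the largest number in any other split of these arrays was 1, and 60.0, 45.1, 47.9 and 42.9% of all genes had groups that did not overlap, where chance gives 10%. For sodium chloride after 24 h the numbers were 7 genes and 24.4%. The 9 short-term arrays were also assigned to 3 groups in 100 drawn ways, and genes changed by both in the same direction, up or down, were counted. As many as the real number increased by both were given by 2 of the 100. For genes changed by either solute, 1 gave as many, and chance can be excluded for these numbers. As many in the same direction, up or down, as the real number decreased by both were given by 5 of the 100. This share alone does not exclude chance. In all 5 the arrays taken as controls were those of 1 real group, and with groups mixed among the controls the largest number was 0. Simulated unchanged groups gave 0 genes in the same direction in each of 100 draws, against 145, of which 33 were decreased, which argues against chance.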
